# Tgfβ signaling is critical for maintenance of the tendon cell fate

**DOI:** 10.7554/eLife.52695

**Published:** 2020-01-21

**Authors:** Guak-Kim Tan, Brian A Pryce, Anna Stabio, John V Brigande, ChaoJie Wang, Zheng Xia, Sara F Tufa, Douglas R Keene, Ronen Schweitzer

**Keywords:** tendon, TGF-beta signaling, dedifferentiation, Scleraxis, cell fate, tendon degeneration, Mouse

## Abstract

Studies of cell fate focus on specification, but little is known about maintenance of the differentiated state. In this study, we find that the mouse tendon cell fate requires continuous maintenance in vivo and identify an essential role for TGFβ signaling in maintenance of the tendon cell fate. To examine the role of TGFβ signaling in tenocyte function the TGFβ type II receptor (*Tgfbr2*) was targeted in the Scleraxis-expressing cell lineage using the *ScxCre* deletor. Tendon development was not disrupted in mutant embryos, but shortly after birth tenocytes lost differentiation markers and reverted to a more stem/progenitor state. Viral reintroduction of *Tgfbr2* to mutants prevented and even rescued tenocyte dedifferentiation suggesting a continuous and cell autonomous role for TGFβ signaling in cell fate maintenance. These results uncover the critical importance of molecular pathways that maintain the differentiated cell fate and a key role for TGFβ signaling in these processes.

## Introduction

Studies of cell fate determination are in most cases focused on the signaling pathways and transcription factors that direct naive cells to assume a specific cell fate (Li et al., 2012; James, 2013; Huang et al., 2015). It is commonly accepted that once fully differentiated the cells enter a stable cellular phenotype, but relatively little is known about the molecular mechanisms that reinforce and maintain this differentiated state. Maintenance of the differentiated state is, however, essential for tissue function and identifying the molecular pathways involved in these processes may be of great importance for understanding tissue homeostasis and pathology.

Tendons are connective tissues that transmit forces from muscle to bone to generate movement (Kannus, 2000). Despite their importance to overall musculoskeletal function and their slow and limited healing capabilities, relatively little is known about tendon development, the tendon cell fate, maturation and pathology. Elucidating the key molecular regulators of these processes is thus essential for improvements in the management of tendon healing, the treatment of tendinopathy and for bioengineering efforts for this tissue.

A limited number of transcription factors were so far identified as key regulators of the tendon cell fate including most notably, Scleraxis (*Scx*), a bHLH transcription factor expressed in tendon cells from progenitor stages and through development (Schweitzer et al., 2001) and Mohawk (Mkx), an atypical homeobox protein with essential roles in the development of the collagen matrix in tendons (Ito et al., 2010). Prototypic markers for the tendon cell fate also include the transmembrane protein tenomodulin (Tnmd) and collagen type I (Kannus, 2000; Huang et al., 2015), the major building blocks of the tendon fibrillar extracellular matrix that mediates the transmission of force by tendons.

Previous studies have also established a central role for the transforming growth factor-β (TGFβ) signaling pathway in early events of tendon development (Pryce et al., 2009; Havis et al., 2016). Notably, TGFβ is a potent inducer of *Scx* both in vivo and in cultured cells and disruption of TGFβ signaling in mouse limb bud mesenchyme resulted in complete failure of tendon formation (Pryce et al., 2009). This phenotype manifested at the onset of embryonic tendon development but robust expression of TGFβ ligands and associated molecules in later stages of tendon development suggested possible additional roles for TGFβ signaling in tendon development (Kuo et al., 2008; Pryce et al., 2009). Moreover, subcutaneous application of growth and differentiation factors (GDFs), members of the TGFβ superfamily, can induce ectopic neo-tendon formation in rats (Wolfman et al., 1997). The goal of this study was therefore to ask if TGFβ signaling plays essential roles at later stages of tendon development.

The TGFβ superfamily comprises secreted polypeptides that regulate diverse developmental processes ranging from cellular growth, differentiation and migration to tissue patterning and morphogenesis (Santibañez et al., 2011; Sakaki-Yumoto et al., 2013). These ligands act by binding to transmembrane type II receptors, which in turn recruit and activate a type I receptor. The activated receptor complex subsequently phosphorylates and activates receptor-regulated transcription factors called Smads (Smad2/3 for TGFβ signaling) that then complex with the common-mediator Smad4 and translocate into the nucleus where they promote or repress responsive target genes (Vander Ark et al., 2018). The TGFβ proper ligands (TGFβ1–3) all bind to a single type II receptor. Consequently, disrupting this one receptor is sufficient to abrogate all TGFβ signaling. To test for additional roles of TGFβ signaling in tendon development and biology, we wanted to bypass the early essential function in tendon formation, and decided to target TGFβ type II receptor (*Tgfbr2*) directly in tendon cells. We therefore targeted the receptor using *ScxCre* (Blitz et al., 2013), a tendon-specific Cre driver, so that TGFβ signaling will be disrupted specifically in tendon cells and only after the initial events of tendon formation.

We find that tendon differentiation function and growth during embryonic development was not disrupted following targeted deletion of TGFβ signaling in tenocytes, but shortly after birth the cells lost tendon cell differentiation markers and reverted to a more progenitor-like state. Moreover, viral reintroduction of *Tgfbr2* to mutant cells was sufficient to prevent dedifferentiation and even to rescue the tendon cell fate in a cell autonomous manner, highlighting a continuous and essential role of TGFβ signaling in maintenance of the tendon cell fate.

## Results

### Targeting TGFβ type II receptor in Scx*-*expressing cells resulted in tendon disruption and limb abduction

Our previous studies showed that disruption of TGFβ signaling in mouse limb mesenchyme resulted in the complete failure of tendon formation (Pryce et al., 2009). To examine later roles of TGFβ signaling in mouse tendon development, the floxed *Tgfbr2* gene was targeted conditionally with *ScxCre* (*Tgfbr2^f/-^;ScxCre*; called hereafter *Tgfbr2;ScxCre mutant*) to bypass the early role of TGFβ signaling in tendon development. *ScxCre* activity in tenocytes is not uniform during embryogenesis (Figure 1—figure supplement 1A) and complete targeting of tenocytes is achieved only in early postnatal stages. Indeed, immunostaining for TGFβ type II receptor revealed that by P0 mutant tendons displayed a nearly complete loss of receptor expression (Figure 1—figure supplement 1C). Consequently, *Tgfbr2;ScxCre* mutant embryos developed a complete network of tendons by E14.5, indicating they have bypassed the early requirement for TGFβ signaling in tendon development (Figure 1A).

**Figure 1.**
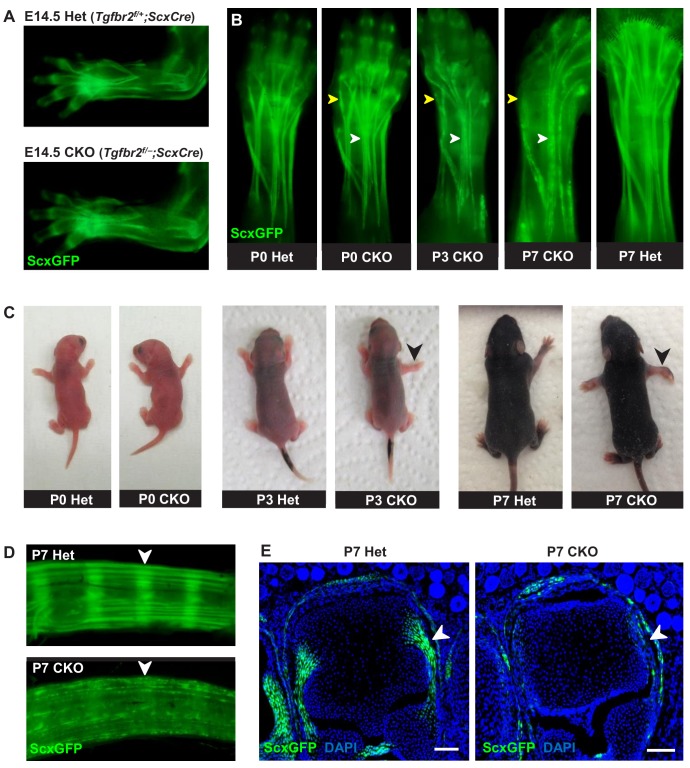
Tendon phenotypes manifested in *Tgfbr2;ScxCre* mutants. (**A–D**) Whole-mount imaging in fluorescent *ScxGFP* signal or brightfield. (**A**) Dorsally viewed embryo forelimb shows the formation of a complete network of tendons in both mutant and heterozygous control by E14.5. (**B**) Tendons of mutant pups appeared intact at birth, but by P3 lateral tendons disintegrated and were eventually eliminated (yellow arrowheads), whereas the majority of other tendons persisted with a substantial loss of the *ScxGFP* signal (white arrowheads). (**C**) Mutant pups appeared normal at birth but showed physical abnormalities including abducted paw and splayed limb (black arrowheads) by P3. (**D–E**) Substantial loss of *ScxGFP* signal was also detected in all tendons and related tissues. (**D**) Tail tendons and annulus fibrosus of the intervertebral disc (white arrowheads) in P7 pups. (**E**) Collateral ligaments of the metacarpophalangeal joint imaged in transverse section through the joints of heterozygous control and mutant pups at P7 (white arrowhead). Scale bar, 100 μm. Mutant: CKO, Heterozygous: Het.

**Figure 1—figure supplement 1.**
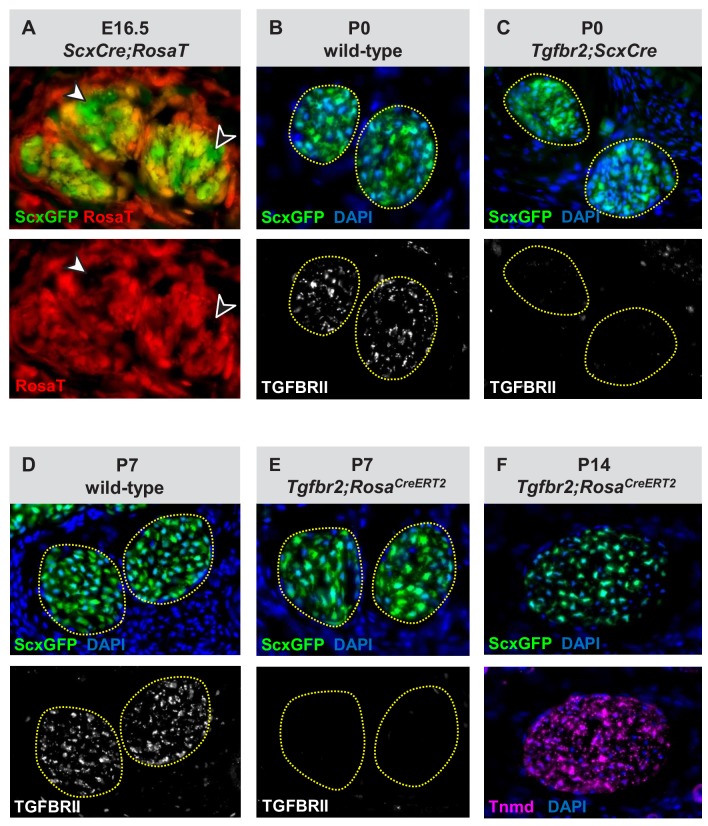
Verification of the *Tgfbr2* knockdown efficiency in mutant cells. (**A**) Transverse sections through the extensor digitorium communis tendons from an E16.5 *ScxCre;RosaT* embryo. While some of the tenocytes express the *RosaT* Cre reporter others do not (arrowheads), reflecting that *ScxCre* activity is not uniform in embryonic stages. (**B–E**) Immunostaining for TGFβ type II receptor (TGFBRII) demonstrates a nearly complete loss of receptor expression in (**C**) *Tgfbr2;ScxCre* and (**E**) *Tgfbr2;Rosa^CreERT2^* mutant cells, as compared with the robust expression in (**B,D**) wild-type tendons. (**F**) Tenocytes in *Tgfbr2;Rosa^CreERT2^* mutant retained expression of the tendon markers *ScxGFP* and tenomodulin (Tnmd), suggesting that a mere loss of TGFβ signaling was not sufficient to cause tenocyte dedifferentiation. All mice also carried the tendon reporter *ScxGFP*. Dotted lines in (**B–E**) demarcate tendons. Figures not to scale.

**Figure 1—figure supplement 2.**
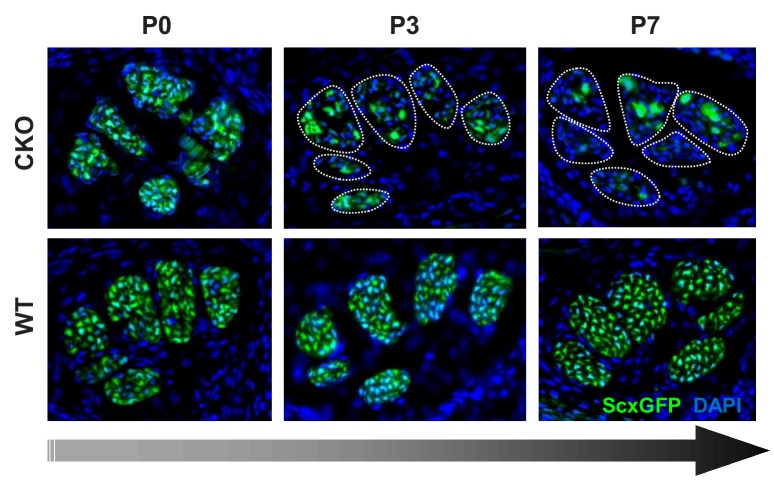
Gradual loss of tendon marker *ScxGFP* in *Tgfbr2;ScxCre* mutants at post-natal stages. Cryosections of the forelimbs of *Tgfbr2;ScxCre* mutant pups showed positive *ScxGFP* signal in both wild-type and mutant tendons at P0. A gradual loss of the *ScxGFP* signal in mutant tendons started around P2-P3, that is before the manifestation of the physical abnormalities in the mutant pups. All mutant tendon cells lost *ScxGFP* at P7. Most analyses were therefore performed in tendons from this fully-phenotypic stage. Dotted lines demarcate mutant tendons in P3 and P7 pups. Mutant: CKO; Wild-type: WT. Figures not to scale.

**Figure 1—figure supplement 3.**
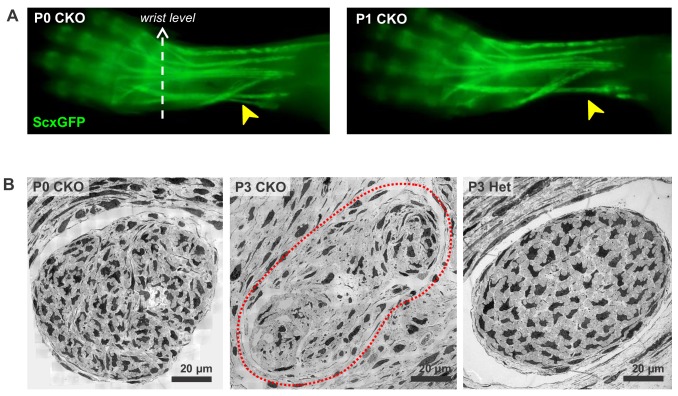
Fragmentation and elimination of lateral tendons in *Tgfbr2;ScxCre* mutant neonates. (**A**) Rapid disruption of lateral extensor tendons in neonatal stages of mutant pups revealed by examination of forelimb tendons using the tendon reporter *ScxGFP*. The extensor carpi radialis longus tendon (yellow arrowheads) is present in a mutant pup at P0 but lost in a P1 mutant. (**B**) TEM images of the extensor carpi radialis longus tendon at wrist level. The mutant tendon shows signs of fragmentation already at P0, and by P3 the tendon appears disintegrated accompanied by complete loss of the epitenon and structural definition of the tendon circumference. The red dotted line in (**B**) demarcates the mutant tendon. Mutant: CKO, Heterozygous: Het.

**Figure 1—figure supplement 4.**
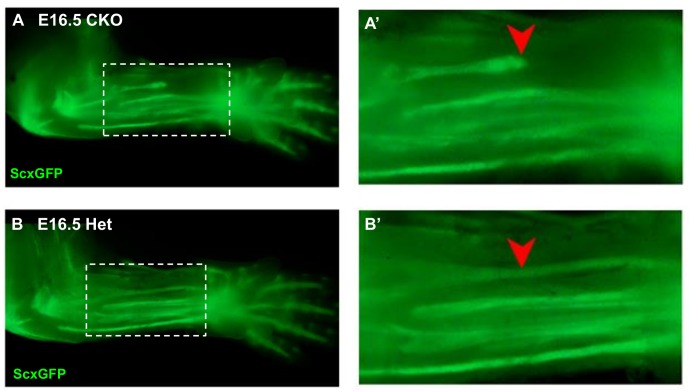
Disruption of the flexor carpi radialis tendon in *Tgfbr2;ScxCre* mutant embryos. Examination of flexor tendons in E16.5 (**A**) mutant and (**B**) heterozygous littermates using the tendon reporter *ScxGFP*. Boxed regions in (**A**) and (**B**) are shown enlarged in (**A’**) and (**B’**). While most tendons appeared normal in mutant embryos, starting at E16.5 the flexor carpi radialis tendon (red arrowheads) was consistently torn in mutant embryo. Mutant: CKO, Heterozygous: Het. Figures not to scale.

Mutant tendon development was not perturbed through embryogenesis and mutant pups appeared normal at birth (Figure 1C). However, by day 3 after birth (P3), mutant pups showed physical abnormalities that manifested in abducted paws, splayed limbs (Figure 1C, black arrowhead) and severe movement limitations. Examination of forelimb tendons of P7 mutant pups using the tendon reporter *ScxGFP* revealed severe tendon disruptions. A few lateral limb tendons, for example the extensor carpi radialis longus tendon underwent fragmentation and disintegrated (Figure 1B, yellow arrowhead and Figure 1—figure supplement 3), whereas the majority of other tendons, notably the extensor digitorium communis tendons, retained structural integrity with a substantial loss of *ScxGFP* signal (Figure 1B, white arrowhead). Substantial loss of *ScxGFP* was also detected in all tendons and related tissues, including hindlimb and tail tendons, ligaments and the annulus fibrosus of the intervertebral disc (Figure 1D,E). Loss of *ScxGFP* signal was gradual starting around P2-P3, that is before the manifestation of physical abnormalities (Figure 1B and Figure 1—figure supplement 2). All mutant tendon cells lost *ScxGFP* at P7. We therefore performed most analyses of the mutant phenotype in this fully-phenotypic stage. The progressive nature of the phenotype also manifested in exacerbated movement limitations as mutant pups became older. This phenotypic progression was observed in most mutant pups but intriguingly, in rare cases (~2%) the mutant pups showed physical abnormalities and severe tendon phenotypes already at birth. Regardless, all mutants died at or before P14 likely due to *ScxCre* activity in developing cardiac valves (Levay et al., 2008), leading to enlarged heart as evidenced by gross examination and histological analysis (data not shown).

A closer examination of the mutant embryos identified the first indication of a tendon phenotype already at E16.5. The flexor carpi radialis tendons of mutant embryos were consistently torn by E16.5 (Figure 1—figure supplement 4). Interestingly, this phenotype was highly reproducible while the patterning and development of other tendons in mutant embryos was not perturbed through embryogenesis. Moreover, expression of the prototypic tenocyte markers *Scx*, tenomodulin and collagen I (Figure 2A–D) and the development of the collagen matrix were not disrupted in any tendon of mutant embryos (Figure 2E,F), including the flexor carpi radialis tendon before it snapped. A direct cause for the specific tear of the flexor carpi radialis tendon in mutant embryos was not identified to date.

**Figure 2.**
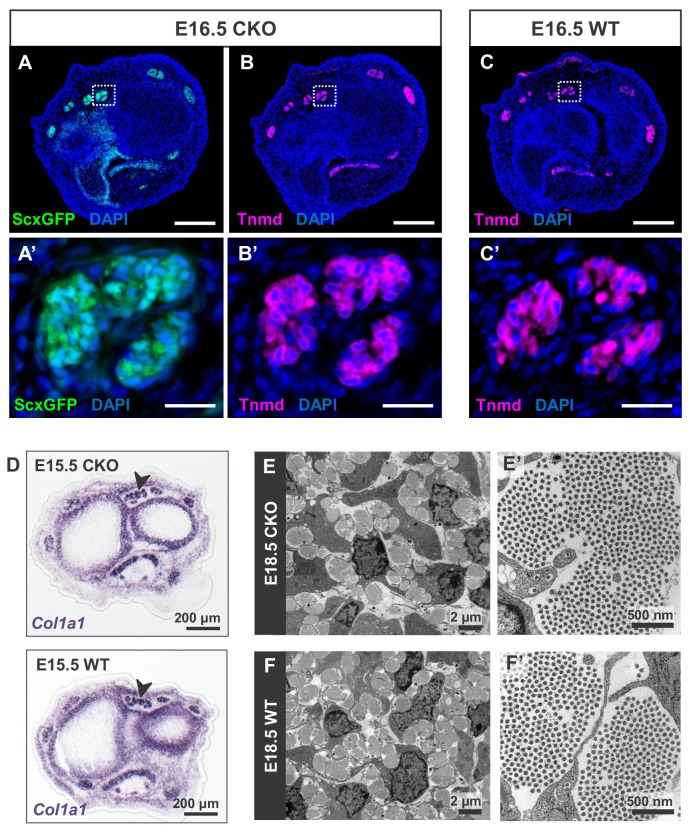
Tendon development in *Tgfbr2;ScxCre* mutant embryos was not perturbed through embryogenesis. (**A**) *ScxGFP* signal and (**B**) tenomodulin (Tnmd) immunofluorescence on transverse sections at wrist level of E16.5 mutant embryos demonstrate that the pattern and expression of prototypic tenocyte markers was not disrupted in mutant tendons. (**C**) Tnmd immunofluorescence in E16.5 wild-type tenocytes. (**A’**), (**B’**) and (**C’**) are higher magnifications of extensor digitorium communis tendons as boxed in (**A**), (**B**) and (**C**). (**D**) In situ hybridization for *Col1a1* on transverse sections of the forelimb from E15.5 mutant and wild-type littermates reveals that expression of the major matrix genes was not altered in mutant embryos (black arrowhead). (**E,F**) TEM images of tendons from forelimbs of E18.5 mutant and wild-type embryos reveals that organization and accumulation of the tendon extracellular matrix was not disrupted in the mutant. (**E’,F’**) Higher magnification views of (**E**) and (**F**) for direct visualization of the collagen fibers. Scale bars, 200 μm (**A–C**) and 20 μm (**A’–C’**). Mutant: CKO, Wild-type: WT.

**Figure 2—figure supplement 1.**
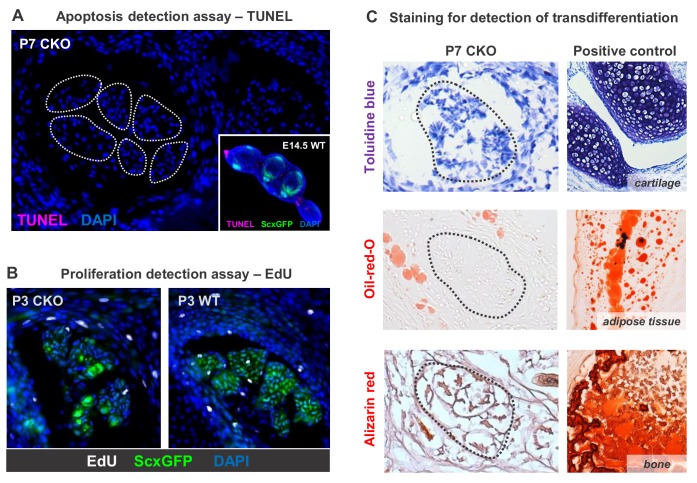
Evaluating cell death, proliferation and transdifferentiation in *Tgfbr2;ScxCre* mutant tendons. (**A**) TUNEL assay did not detect significant cell death in mutant tendons throughout the developmental stages from E14.5 to P7. Shown here is a transverse section of P7 mutant forelimb, in which white line demarcates the extensor digitorium communis tendons. Inset in (**A**) shows a transverse section of E14.5 forelimb paw that serves as a positive control for TUNEL staining. As expected, cell death is detected only at the distal edge of the autopod, but not in tendons (*ScxGFP*-positive) at this stage. (**B**) EdU labeling of proliferating cells in transverse sections of the forelimb from P3 pups. The rate of proliferation was also not altered in mutant tendons compared with the wild-type littermates, an observation that also found in E14.5 to P10 samples. The pups were injected i.p. with 100 μg of EdU in PBS and tissues were harvested 2 hr post-injection. (**C**) Histological staining for the prototypic markers of chondrocytes (toluidine blue), osteocytes (alizarin red) and adipocytes (oil-red-o) showed that the loss of tendon markers in mutant tenocytes was also not due to transdifferentiation. The positive control tissues for the respective staining are cartilage, adipose tissue and bone from the same section. Dotted lines demarcate tendons. Mutant: CKO, Wild-type: WT. Figures not to scale.

Tendons are rich in collagen fibers that provide structural integrity to the tendons and transmit the forces generated by muscle contraction (Kannus, 2000). Since young mutant pups exhibited movement difficulties, we first examined possible structural effects in the collagen matrix. The ultrastructure of mutant tendons that remained intact was therefore analyzed by transmission electron microscopy (TEM). Surprisingly, despite the functional defects and loss of *ScxGFP* signal starting around P3, collagen fibers in mutant tendons appeared organized and indistinguishable from those of wild-type (WT) littermates at this stage (Figure 3A,B). Apparent collagen degradation was observed only in older mutant pups (≥P7) (Figure 3C–G), suggesting the disruption to the matrix of these tendons may be a secondary consequence of the cellular changes in these mutants and/or of their movement difficulties. Furthermore, epitenon, a monolayer of cells that engulf and define the boundary of the tendon (Kannus, 2000) (Figure 3F, black arrowhead), was gradually disrupted and in some cases was almost undetectable in older mutant pups (Figure 3G, white arrowhead), suggesting that loss of the tendon boundary is an additional feature of the phenotype in these mutants.

**Figure 3.**
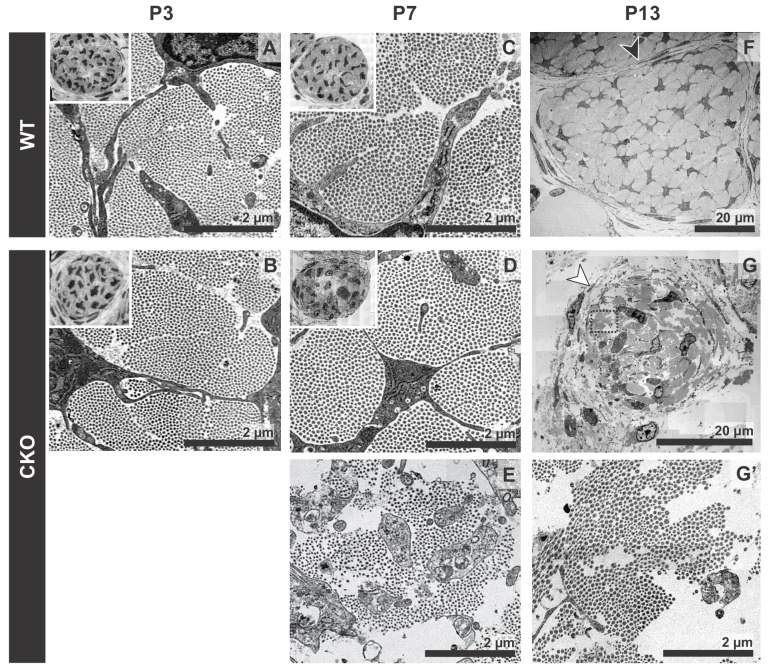
Tendon degeneration observed in *Tgfbr2;ScxCre* mutants only at later postnatal stages. TEM images of tendons from forelimbs of mutant and wild-type littermates at P3, P7 and P13. (**A,B**) Despite detectable functional defects starting around P3 in mutant pups, collagen matrix organization in mutant neonates was indistinguishable from that of their wild-type littermates. (**C–E**) By P7, the mutant tendon began to show signs of matrix degradation compared to the wild-type tendon. Collagen fibrils remained intact in some areas (**D**) and showed signs of deterioration in other areas (**E**). (**F,G**) Apparent collagen degradation and disrupted epitenon structures (white arrowhead) could be detected in tendons of P13 mutant pups. Black arrowhead indicates epitenon in wild-type pups. Boxed region in (**G**) is shown enlarged in (**G’**). Insets show transverse section TEM images of entire tendons at low-magnification (not to scale). Mutant: CKO, Wild-type: WT.

### Loss of the tendon cell fate in mutant tenocytes

As mentioned earlier, the *ScxGFP* signal in mutant tendons appeared patchy contrary to the smooth appearance of WT tendons (Figure 1B), suggesting a disruption at the cellular level. To examine this phenotype at the cellular level, we analyzed cross-sections through the extensor communis tendons of P7 WT and mutant pups. In P7 WT pups, all tendon cells were positive for *ScxGFP*, *Tnmd* and *Col1a1* (Figure 4A,C). Conversely, most cells in mutant tendons lost the *ScxGFP* signal and tendon marker gene expression (Figure 4B, white arrowhead and Figure 4C). Interestingly, some cells in mutant tendons retained *ScxGFP* signal and appeared rounded and enlarged from P3 onwards (Figure 4B, yellow arrowhead). Some of these cells exhibited weak or no expression of the *Ai14 Rosa26-tdTomato* (*RosaT*) Cre reporter (Madisen et al., 2010), suggesting a recent activation of the *Scx* enhancer in these cells and therefore that they are newly recruited tendon cells. Analysis of this aspect of the mutant phenotype will be published in a separate manuscript (Tan et al. in preparation).

**Figure 4.**
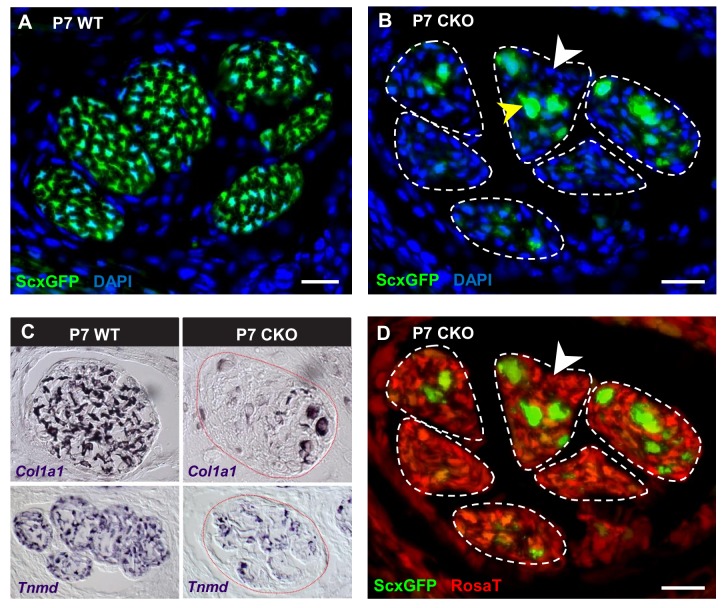
Deletion of *Tgfbr2* in *Scx*-expressing cells (*Tgfbr2;ScxCre*) results in loss of tenocyte differentiation markers. (**A–D**) Transverse sections of extensor digitorium communis tendons of wild-type and mutant pups at wrist level. (**A**) In P7 wild-type pups, all tenocytes were positive for tendon reporter *ScxGFP* signal. (**B**) Conversely, most cells in P7 mutant tendons lost the *ScxGFP* signal (white arrowhead), whereas the cells positive for *ScxGFP* signal are newly recruited cells (yellow arrowhead) (Tan et al. in preparation). (**C**) In situ hybridization shows that the mutant cells also lost gene expression of tendon markers *Col1a1* and *Tnmd* (images not to scale). (**D**) Lineage tracing using *ScxCre* shows that all *ScxGFP*-negative cells in (**B**) were positive for *Ai14 Rosa26-tdTomato* (*RosaT*) Cre reporter (white arrowhead), proving that the *ScxGFP*-negative cells in mutant tendons were derived from tenocytes. Dashed lines demarcate the mutant tendons. Scale bar, 20 μm. Mutant: CKO, wild-type: WT.

The fact that most cells in the mutant tendons do not express tendon markers is surprising, since the cells in these tendons were functional tenocytes at embryonic stages as evidenced by tendon marker gene expression and by the development of a functional collagen matrix (Figure 2). We next sought to determine if the *ScxGFP*-negative cells were indeed tendon cells that lost tendon gene expression or if the mutant tendons were simply repopulated by non-tenogenic cells. Using TUNEL assay, we did not detect cell death in mutant tendons and the rate of tenocyte proliferation as examined by EdU assay was also not altered in these tendons during different developmental stages ranging from E14.5 to P10 (Figure 2—figure supplement 1A,B), suggesting the cell population of mutant tendons was not altered. To directly determine if the cells in mutant tendons were tenocytes whose cell fate was altered, we took advantage of the fate mapping feature of the *RosaT* Cre reporter system (Madisen et al., 2010). When the reporter is activated by *ScxCre*, expression of the *RosaT* reporter is restricted to the *Scx*-expressing cells and their progeny. We found that all *ScxGFP*-negative cells within mutant tendons were positive for the *RosaT* Cre reporter (Figure 4D, white arrowhead). Notably, some non-tendon cells are also positive for the *RosaT* Cre reporter at this stage. However, given that there is no apparent elimination of the existing tenocytes, even if some of these cells were recruited into the mutant tendons that would not explain the absence of the original tenocytes in mutant tendons. This result thus indicates that the *ScxGFP*-negative cells in the mutant tendons were derived from tenocytes, and highlighted an unexpected reversibility for the tendon cell fate where it was possible for committed and functional tenocytes to lose their differentiation status.

Next, we wanted to ask if these results reflected that maintenance of the tendon cell fate was dependent on continuous activation of TGFβ signaling. Since the cellular phenotype manifestated mainly in post-natal stage, we targeted *Tgfbr2* in all cells using the ubiquitous tamoxifen-inducible *Rosa^CreERT2^* driver (Hameyer et al., 2007). *Tgfbr2;Rosa^CreERT2^* pups were fed with tamoxifen at P1,P2 and P5, P6 (1.25 mg per pup for each time point) and harvested at P7-P14. Efficient recombination of the *Tgfbr2* gene was confirmed by immunostaining of the receptor (Figure 1—figure supplement 1D,E). Interestingly, the cell fate of targeted cells was not disrupted in these mutants as evidenced by retention of tendon marker expression (Figure 1—figure supplement 1F). This result suggests that a mere loss of TGFβ signaling is not sufficient to cause tenocyte dedifferentiation, and additional factors associated with the loss of *Tgfbr2* in the spatial and temporal features determined by *ScxCre* activity may also play a critical role in this process.

### Mutant tenocytes acquired stem/progenitor features

Loss of cell differentiation marker can be the outcome of a few cellular processes, including most notably cell death, change of cell fate (transdifferentiation) or reversion to a less differentiated state (dedifferentiation) (Cai et al., 2007; Talchai et al., 2012; Tata et al., 2013). As aforementioned, we found no apparent cell death in mutant tendons (Figure 2—figure supplement 1A). Using histological staining for the prototypic markers of osteocytes, adipocytes and chondrocytes, we found that loss of tendon gene expression in the cells of mutant tendons was also not due to transdifferentiation (Figure 2—figure supplement 1C), suggesting that the changes in mutant tendons may reflect a process of cellular dedifferentiation.

One hallmark of cellular dedifferentiation is the loss of differentiation markers, which is what we observed in mutant tendon cells. When cells dedifferentiate they also assume stemness features for example colony-forming potential, and in most cases these cells also acquire expression of stem/progenitor cell markers (Sun et al., 2011; Tata et al., 2013; Nusse et al., 2018). To date, very little is known about the specific gene expression and cellular behavior of embryonic tendon progenitors. The only defined feature of these cells is the expression of the Scx tendon progenitor marker (Schweitzer et al., 2001), which was evidently lost in the mutant tendon cells. We therefore next directed our attention to similarities with stem/progenitor cells isolated from tendons (tendon-derived stem/progenitor cells) (Bi et al., 2007; Rui et al., 2010; Murchison et al., 2007; Mienaltowski et al., 2013) and with stem/progenitor cell markers reported in other studies (Blitz et al., 2013; Dyment et al., 2013; Tan et al., 2013; Runesson et al., 2015; Yin et al., 2016).

To test the colony-forming capacity of the mutant tendon cells, P7 mutant tendons were dissociated and FACS-sorted to collect *ScxGFP*-negative and *RosaT*-positive cells, which were then seeded at one cell per well in 96-well plates. As shown in Figure 5A, about 1–2% of cells (*ScxGFP*-positive and *RosaT*-positive) isolated from tendons of P7 WT and heterozygous controls formed colonies in culture, similar to the frequency of colony forming cells reported in other studies (Bi et al., 2007; Rui et al., 2010). On the other hand, we found a significant eightfold increase (p<0.01) in the frequency of colony-forming cells in mutant tendons (Figure 5A).

**Figure 5.**
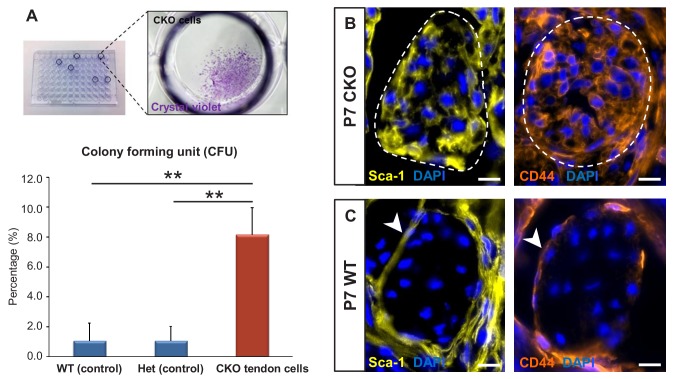
*Tgfbr2;ScxCre* mutant tenocytes acquired stem/progenitor features. (**A**) The colony-forming efficiency of P7 wild-type and heterozygous tenocytes as well as mutant tendon cells were evaluated by seeding one cell per well of the FACS-sorted cells in 96-well plates, and colonies formed were visualized with crystal violet staining. Mutant tenocytes exhibited significantly higher clonogenic capacity compared to wild-type and heterozygous controls. The results shown are mean ± SD (n = 5–6, **p<0.01). (**B**) Immunofluorescence staining for stem/progenitor markers in transverse sections of mutant tendons shows that mutant tendon cells acquired in postnatal stages expression of stem cell antigen-1 (Sca-1) and CD44. (**C**) In wild-type littermate controls, expression of both markers was detected in epitenon (white arrowhead), but not in tenocytes. Dashed line demarcates the mutant tendon. Scale bars, 10 μm. Mutant: CKO, Wild-type: WT, Heterozygous: Het.

**Figure 5—figure supplement 1.**
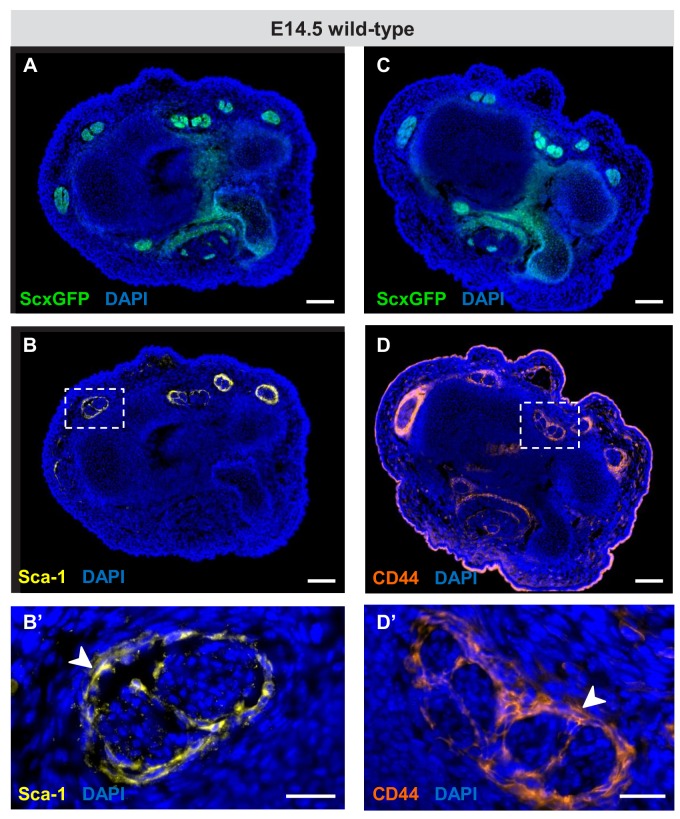
Expression of Sca-1 and CD44 during embryonic tendon development. (**A–D**) Immunofluorescence staining for Sca-1 and CD44 on wrist-level transverse sections from E14.5 *ScxGFP*-carrying wild-type embryos. Robust expression of (**B**) Sca-1 and (**D**) CD44 was detected in cells that surround the tendons at E14.5 (boxed areas), likely the precursors of the epitenon/paratenon. (**B’,D’**) Higher magnification views of the boxed areas in (**B**) and (**D**). The epitenon/paratenon layer is indicated by white arrowheads. Note that both markers were not expressed by the tenocytes at E14.5, the onset of tenocyte differentiation or at any other stages during embryonic tendon development (not shown). Scale bars, 100 μm (**A–D**) and 25 μm (**B’,D’**).

We next screened the mutant tendons for expression of stem/progenitor cell markers and found that the *Tgfbr2;ScxCre* mutant tendon cells gradually acquired expression of stem cell antigen-1 (Sca-1) and CD44 in postnatal stages (Figure 5B). Notably, expression of Sca-1 was undetectable and CD44 was detected only in very few WT tendon cells, but surprisingly robust expression of these markers was detected in the epitenon (Figure 5C, white arrowheads), a possible source of progenitor cells (Mendias et al., 2012; Dyment et al., 2013; Mienaltowski et al., 2013; Harvey et al., 2019). The similarity of marker expression between the mutant tenocytes and epitenon cells therefore reinforces the notion that the mutant tenocytes acquired progenitor features.

Dedifferentiation is frequently associated with reversion to an earlier progenitor cell fate (Cai et al., 2007). We therefore next examined the expression of these markers during embryonic tendon development. At E12.5, when tendon progenitors are first detected (Pryce et al., 2009), expression of Sca-1 and CD44 could not be detected in *ScxGFP*-positive tendon progenitors (data not shown). At E14.5, at the onset of tendon cell differentiation, we found low or no expression of both markers in the differentiating tendon cells. Robust positive staining for both markers was however detected in the cells that surround the tendon at this stage, likely the precursors of the epitenon/paratenon (Figure 5—figure supplement 1). Similar expression patterns were also found in mutant embryos (data not shown). These findings suggest that Sca-1 and CD44 are not markers for tendon progenitor in vivo, and possibly simply reflect a generic stemness state of the dedifferentiated mutant tendon cells.

Taken together, our findings show that mutant tendon cells acquired some generic stem/progenitor properties while losing their cell fate. It should be noted however that although these dedifferentiated tendon cells demonstrate some stem/progenitor properties, absence of TGFβ signaling in these cells might prevent them from acquiring the full spectrum of stemness or plasticity.

### Molecular profile of the dedifferentiated mutant tenocytes

We next performed single-cell RNA sequencing analysis (scRNASeq) to establish a comprehensive profile of the cellular state and molecular changes in mutant tenocytes. 

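Single-cell RNA sequencing counts, for each cell, the mRNA molecules caught at their 3′ ends, each tagged with a unique molecular identifier (UMI) so that copies made by PCR are counted once. The deposited data hold 2 libraries, 1 labelled wild-type and 1 labelled mutant, each from the pooled fore- and hindlimb tendons of 2 pups at P7. The control library is called wild-type in the paper and in the sample title, but other labels of that sample call it heterozygous. The authors aligned the reads to mm10 and kept cell barcodes by their total UMI count with Cell Ranger 2.0, and deposited UMI counts without normalization. The library labelled wild-type holds 2364 cells and 9451606 UMIs, with a median of 3866.5 UMIs and 1475 genes per cell. The library labelled mutant holds 2592 cells and 8250248 UMIs, with a median of 2828 UMIs and 1267 genes per cell. Each library was clustered on its own by K-means on 10 principal components, with the genes named in the paper left out of the clustering so that no reported gene defined a cluster. The largest mesenchymal cluster of each library was then compared, with its UMIs summed over cells and scaled to the total of the cluster as CPM (counts per 1e6 UMIs). With 1 library per condition the cells are not replicates, so no test was run and no p-value is given, and batch and condition cannot be told apart. All intervals are exact and cover counting error only.
The targeted gene, Tgfbr2 (ENSMUSG00000032440, chromosome 9 from 116084293 to 116175360 of GRCm38), was looked at first. In the largest clusters it had 166 UMIs in the library labelled wild-type and 474 in the library labelled mutant, a ratio of 2.11 (95% interval 1.77 to 2.54) for mutant over wild-type. In immune-like cells, which are not tendon cells, the ratio was 0.868 (95% interval 0.526 to 1.41). A count of 3′ ends need not fall with the loss of an upstream floxed exon, so Tgfbr2 could not be used to check the labels, and every direction given for these cells rests on the labels of the libraries.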

A targeted retention of 2300–2600 cells from P7 WT and mutant tendon was obtained, and the transcriptomes were analyzed using the 10X Genomics platform. 

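The numbers of groups drawn in Fig. 6A were used, which gave 6 clusters in the library labelled wild-type and 5 in the library labelled mutant. The largest cluster held 1358 wild-type cells (57.4%) and 2257 mutant cells (87.1%). Neither was given a cell type name, because markers of more than 1 cell type were among its leading genes, haemoglobin genes in the wild-type cluster and both Lum and Scx in the mutant cluster. Both clusters contained cells with over 50% of their UMIs on haemoglobin genes, 88 and 79 in number. Among the remaining wild-type cells, 579 were fibroblast or peritenon-like, 181 immune-like and 117 pericyte or smooth muscle-like by markers chosen in advance and thresholds set after the clusters had been seen. Another 107 wild-type cells were proliferating-like and 22 endothelial-like. The library labelled mutant had 178 immune-like cells, 114 cells named endothelial-like that also had the smooth muscle gene Myh11 among their leading genes, 39 Schwann or neural-like cells and 4 further immune-like cells led by mast cell genes. A fibroblast or peritenon-like cluster thus separated in the library labelled wild-type only. The paper omitted the scraping that removes epitenon and paratenon cells for these libraries, so the largest mutant cluster may hold such cells. The share of the largest cluster moved most with Leiden clustering, to 33.3% in the wild-type and 25.5% in the mutant library. A clustering chosen after the data had been seen, with scaled values limited to 10 and k = 10 (the finer clustering), set the haemoglobin-rich cells apart. Under it, the largest cluster was tenocyte-like in the library labelled wild-type (1231 cells) and fibroblast-like in the library labelled mutant (1599 cells), and a second mutant cluster of 441 cells was tenocyte-like. It also gave 87 wild-type and 74 mutant cells that were pericyte or smooth muscle-like, 22 endothelial-like wild-type cells, and 31 mutant cells without a name whose leading genes included the endothelial markers Cdh5 and Pecam1. Scrublet called 26 wild-type and 8 mutant cells as doublets, and none were removed in the values given here.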

Using unsupervised hierarchical clustering analysis, we identified two major clusters corresponding to WT tenocytes and mutant (dedifferentiated) tendon cells in the respective samples (Figure 6A, Supplementary file 1A,B). 

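Levels of 5 tendon genes were compared between the largest cluster and the other cells of the library labelled wild-type. Scx (ENSMUSG00000034161, chromosome 15 from 76457452 to 76459458 of GRCm38) had 120748 UMIs in the largest cluster and 6114 in all other cells, a ratio of CPM of 14.1, in counts that include the ScxGFP transgene, as the paper notes. Fmod (ENSMUSG00000041559, chromosome 1 from 134037254 to 134048277) had 25624 against 1619 UMIs, a ratio of 11.3. The ratio of Col11a1 (ENSMUSG00000027966, chromosome 3 from 114030540 to 114220718) was 9.08 and that of Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) was 5.99. Tnmd (ENSMUSG00000031250, chromosome X from 133850980 to 133865577) had a ratio of 7.95 (95% interval 7.67 to 8.24). At least 1 UMI of Scx was seen in 94.5% of the cells of this cluster, of Col1a1 in 99.2% and of Tnmd in 93.6%, at a median depth of 4093 UMIs. In immune-like cells of that library, at a median of 2413 UMIs, the background shares were 70.2%, 90.6% and 30.4%. None of these genes was used to form the clusters here, but the paper used them to define its tenocyte cluster in this library.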

The WT tenocyte cluster was defined by the expression of tendon markers including S*cx*, *Fmod*, *Col11a1*, *Col1a1* and *Tnmd*. The mutant (dedifferentiated) tendon cell cluster is enriched for *Ly6a* (encoding Sca-1) and expresses undetectable level of tendon markers. 

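In the largest cluster of the library labelled mutant, Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031 of GRCm38) was found in 45.1% of cells, at a median of 2946 UMIs per cell. Tendon genes were lower there than in the library labelled wild-type but were counted in many cells. Scx, whose counts include ScxGFP, was seen in 30.0% of the cells of the cluster, Fmod in 29.3%, Tnmd in 49.0% and Col1a1 in 94.2%. In the immune-like cells of that library, where free RNA gives the background, the shares were 12.1%, 2.20%, 2.20% and 22.0% at a median of 1674 UMIs. Under the finer clustering, chosen after the data had been seen, most of the Scx UMIs lay outside the largest mutant cluster. That cluster had 490.4 CPM of Scx, and the second mesenchymal cluster had 12467. For Ly6a the order was the other way round, with 1109 and 253 CPM.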

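A mean of at least 0.5 UMI per cell was reached by 943 genes in the largest cluster of the library labelled wild-type. In the largest cluster of the library labelled mutant, 980 genes reached it. No p-value was computed from cells, so these numbers rest on the level alone.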

Expression of close to 1000 genes (mean UMI count ≥0.5, adjusted p-value<0.05) was identified in each of these clusters.

**Figure 6.**
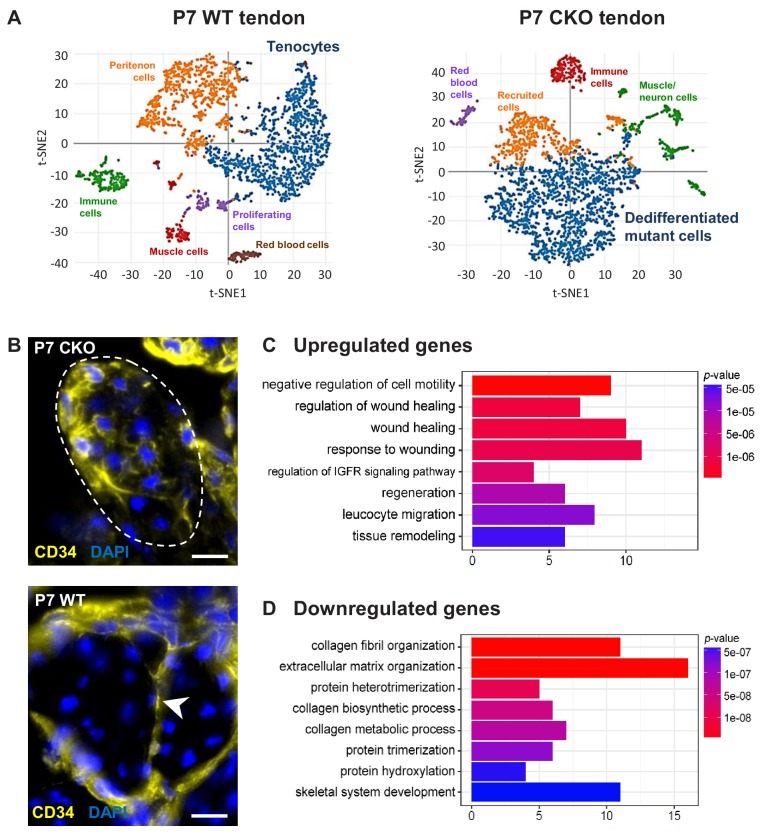
Molecular profile of the dedifferentiated mutant tenocytes. (**A**) tSNE plots (K-means clustering) of enzymatically released cells from P7 wild-type and *Tgfbr2;ScxCre* mutant tendons reveals two major clusters corresponding to tenocytes and dedifferentiated mutant cells in the respective samples. Other cell type assignments are provided in the plots. See Supplementary file 1 for the list of genes highly expressed in these two clusters relative to other clusters. (**B**) Upregulated expression of *Cd34* gene in P7 mutant tenocytes as revealed by scRNASeq analysis (see also Table 2) was determined using immunostaining. Transverse section of forelimb tendons shows that CD34 was indeed expressed by mutant tenocytes, while in wild-type controls CD34 was detected only in epitenon cells (white arrowhead). Dashed line demarcates the mutant tendon. (**C,D**) Gene ontology (GO) enrichment analysis in terms of biological processes associated with the (**C**) upregulated and (**D**) downregulated genes in P7 mutant compared with wild-type tenocytes. Selected GO terms are included in this figure, and genes annotated to the GO terms are available in Supplementary file 3. Scale bar, 10 μm. Mutant: CKO, Wild-type: WT.

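Cycling cells were counted as those with at least 2 UMIs over a list of proliferation markers chosen in advance. They made up 19.2% of all cells of the library labelled wild-type and 21.3% of the library labelled mutant. After every cell was thinned to 1534 UMIs, which left out 204 and 341 shallower cells, the shares were 11.9% (95% binomial interval 10.5 to 13.3) and 13.3% (11.9 to 14.8). These intervals overlap. In the largest clusters alone, the shares were 11.6% and 19.1% as counted and, after thinning, 5.03% (3.88 to 6.41) and 11.6% (10.3 to 13.1), with intervals that do not overlap. A proliferating-like cluster separated in the library labelled wild-type only. In the finer clustering such a cluster separated in both libraries, with 105 and 116 cells, and the thinned shares of its largest clusters were 5.42% (4.17 to 6.91) and 6.97% (5.70 to 8.42), which overlap.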

Pairwise comparison of the gene sets between the P7 WT tenocyte and mutant cell clusters was next performed to determine changes in gene expression associated with tenocyte dedifferentiation. In total, expression of 186 genes was significantly different between the two cell populations (≥2 fold change and adjusted p-value<0.05), in which expression of 89 genes was upregulated and 97 genes was downregulated in the mutant tendon cells (Supplementary file 2). 

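The genes of both lists were looked up in the summed UMIs of the largest clusters. Of the 97 genes the paper lists as downregulated, 95 were lower in the library labelled mutant and 48 were at least 2-fold lower, with a median log2 ratio of -0.998. Of the 89 genes listed as upregulated, 88 were higher and 73 were at least 2-fold higher, with a median log2 ratio of 1.54. The median of all 1130 genes with a mean of at least 0.5 UMI in either cluster was 0.27. Across genes, which are not independent replicates, the ratios ranked with the paper's folds at a Spearman correlation of 0.739 for the downregulated and 0.902 for the upregulated list. The paper chose both lists on these libraries, so the tallies are not independent evidence. Leiden clustering moved them most among the alternatives written down in advance, to 92 downregulated genes at least 2-fold lower and a median log2 ratio of -1.53. The finer clustering, chosen after the data had been seen, gave 87 such genes.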

Almost 30% of the downregulated genes (29 genes) were identified in transcriptome analyses as tendon distinctive genes [(Havis et al., 2014) and our unpublished data]. Notably, the genes *Scx, Fmod, Tnmd, Pdgfrl, Col1a1, Col1a2, Col11a1 and Col11a2* were among the top 25 down-regulated genes in *Tgfbr2;ScxCre* mutant tendon cells (Table 1), further confirming the loss-of-cell fate phenotype in these cells. On the other hand, expression of the *Ly6a* gene (encoding Sca-1) was greatly enriched in P7 mutant cells, corroborating the IHC findings presented above (Table 2 and Figure 5B). Moreover, we also found a significant increase in the expression of the *Cd34* gene, another common marker for diverse progenitor cells. This observation was further confirmed at protein level, where positive immunostaining for CD34 was detected in mutant cells but not in normal tendon cells (Figure 6B). 

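The 8 genes had a median log2 ratio of -2.38 between the largest clusters. Scx went from 21906 to 4204 CPM, 5.21-fold (95% interval 5.15 to 5.28) lower in the library labelled mutant, with ScxGFP included, so this is not the level of endogenous Scx. The change of Fmod, from 4649 to 643 CPM, was 7.23-fold (95% interval 7.01 to 7.46). Tnmd was 4.12-fold (95% interval 4.04 to 4.21) lower. Pdgfrl (ENSMUSG00000031595, chromosome 8 from 40926212 to 40990785) fell least of the 8, by 2.83-fold (95% interval 2.71 to 2.95). The type I collagen genes Col1a1 and Col1a2 (ENSMUSG00000029661, chromosome 6 from 4504814 to 4541544) fell 5.36-fold and 5.22-fold, and with 89510 UMIs Col1a1 was still abundant in the mutant cluster. Col11a1 was 5.21-fold lower and Col11a2 (ENSMUSG00000024330, chromosome 17 from 34039437 to 34066685) 35.0-fold (95% interval 31.4 to 39.1) lower. Among the 97 genes of the paper's downregulated list, 7 of the 8 were in the 25 with the largest falls. Under the finer clustering, the median log2 ratio was -2.83. There Pdgfrl fell 6.06-fold, and Col1a2 fell least of the 8, by 5.77-fold. The paper takes the place of these genes among its top 25 downregulated genes as further evidence of the loss of cell fate that it describes from its sections and lineage tracing.

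**Figure D1:**
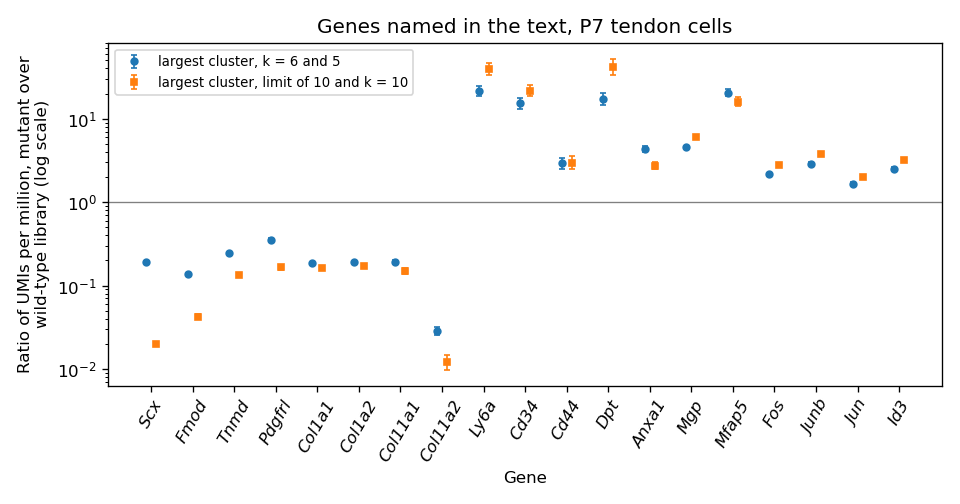
Ratio of CPM in the largest cluster of the library labelled mutant over that of the library labelled wild-type, on a log scale, for genes named in the text, under the clustering with k = 6 and 5 and under the finer clustering, with 95% intervals that cover counting error only. Scx lies at 0.192 and 0.0199, and Ly6a at 21.4 and 39.4.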

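Within the largest clusters, Ly6a had 196 UMIs in the library labelled wild-type and 5661 in the library labelled mutant. These were 35.6 and 761 CPM, a ratio of 21.4 (95% interval 18.6 to 24.8). Ly6a was detected in 6.48% of the cells of the wild-type cluster as counted. After thinning to 1534 UMIs per cell, which left out 126 wild-type and 234 mutant cells, the shares were 3.57% (95% binomial interval 2.61 to 4.77) and 38.5% (36.3 to 40.6). In haemoglobin-rich cells, which should lack the gene, the thinned shares were 1.32% and 0% at median depths of 5682 and 4451 UMIs. Over the whole libraries the ratio was 1.67, since the wild-type cells outside the largest cluster also carried Ly6a. The larger of the fibroblast-like wild-type clusters of the finer clustering had 1451 CPM.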

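Cd34 (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279 of GRCm38) rose from 32.7 to 499 CPM between the largest clusters, a ratio of 15.3 (95% interval 13.2 to 17.9). The share of cells with a UMI was 8.84% in the wild-type and 58.9% in the mutant cluster. Thinned to equal depth, it was 4.30% (95% binomial interval 3.24 to 5.59) and 46.4% (44.2 to 48.6), against 1.32% and 0% in haemoglobin-rich cells. The whole-library ratio was 1.75. The median log2 ratio of Ly6a, Cd34 and Cd44 was 3.93 between the largest clusters. In each library, all tenocyte-like and fibroblast-like clusters of the finer clustering were also summed, a setting chosen after the data had been seen. This gave a median of 0.70, with ratios of 1.62 for Ly6a and 1.71 for Cd34.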

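Between the largest clusters, Dpt (ENSMUSG00000026574, chromosome 1 from 164796644 to 164824266 of GRCm38) had a ratio of 17.2 (95% interval 14.7 to 20.2) for mutant over wild-type, and Mfap5 (ENSMUSG00000030116, chromosome 6 from 122505845 to 122529290) a ratio of 20.6 (95% interval 18.7 to 22.7). Mgp was 4.59 times as high in the library labelled mutant and Anxa1 4.34 times as high. Cd44, which Supplementary file 2 does not list, went from 34.5 to 100.1 CPM, a ratio of 2.90 (95% interval 2.47 to 3.42). Its share of cells, thinned to equal depth, was 5.44% in the wild-type and 12.4% in the mutant cluster, and no haemoglobin-rich cell of the 88 and 79 had a Cd44 UMI. With all tenocyte-like and fibroblast-like clusters of the finer clustering summed, a setting chosen after the data had been seen, the direction of Cd44 turned, to a ratio of 0.893. Over the whole libraries, the ratio was 0.899 for Cd44, 3.02 for Dpt, 1.19 for Anxa1, 3.49 for Mgp and 1.38 for Mfap5.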

Interestingly, the genes upregulated in the mutant cells included several genes (*Dpt*, *Anxa1*, *Cd34*, *Cd44*, *Mgp* and *Mfap5*) whose expression was previously reported to be enriched during embryonic tendon development (Havis et al., 2014). These findings thus do not only lend support to our notion that the mutant cells lost their differentiation state, but also suggest the possibility of induction of some developmental programs in these cells, a general feature in cellular dedifferentiation (Tata et al., 2013; Stocum, 2017; Nusse et al., 2018).

**Table 1.** Top 25 downregulated genes in P7 *Tgfbr2;ScxCre* mutant cells compared with P7 wild-type tenocytes (≥2 fold change, adjusted p<0.05). See also Supplementary file 2 for a complete list of the downregulated genes.

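All 25 genes of Table 1 were lower in the largest cluster of the library labelled mutant. Wif1 (ENSMUSG00000020218, chromosome 10 from 121033960 to 121100650 of GRCm38) fell from 616 to 40.4 CPM, by 15.2-fold (95% interval 13.5 to 17.2). The fall of Car9 (ENSMUSG00000028463, chromosome 4 from 43506966 to 43513729) was 39.8-fold (95% interval 29.6 to 54.9), that of Col2a1 25.3-fold and that of Sema3b 23.2-fold. The smallest was 1.52-fold, for Tpm2. Cilp2 changed 12.4-fold, P4ha1 8.94-fold, Pcolce2 8.67-fold and Cgref1 8.19-fold. Of the 25 genes, 18 were among the 25 largest falls of the 97 listed genes. Wif1 was not spread evenly over the mutant cells. In the finer clustering it stood at 5.16 CPM in the largest mutant cluster and 124 in the second.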

Gene symbol	Gene name	Fold change
*Wif1*	Wnt inhibitory factor 1	157.4
*Col11a2*^#^	Collagen, type XI, alpha 2	92.0
*Scx^#^*	Scleraxis	66.2
*Col2a1*^δ^	Collagen, type II, alpha 1	58.9
*Car9*	Carbonic anhydrase 9	58.1
*Sema3b*	Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3B	43.9
*Cgref1*	Cell growth regulator with EF hand domain 1	33.2
*Fmod*^#^	Fibromodulin	27.9
*Cilp2*	Cartilage intermediate layer protein 2	24.7
*Matn4*	Matrilin 4	19.3
*P4ha1*^δ^	Procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha one polypeptide	13.5
*Pcolce2*^δ^	Procollagen C-endopeptidase enhancer 2	11.8
*Tpm1*	Tropomyosin 1, alpha	10.0
*Wisp1*	WNT1 inducible signaling pathway protein 1	9.7
*Tnmd*^#^	Tenomodulin	8.5
*Loxl2*^δ^	Lysyl oxidase-like 2	8.3
*1500015O10Rik*	RIKEN cDNA 1500015O10 gene	7.1
*Col11a1*^#^	Collagen, type XI, alpha 1	7.1
*Pdgfrl*^δ^	Platelet-derived growth factor receptor-like	7.0
*Mfap4*	Microfibrillar-associated protein 4	6.5
*Col1a1*^#^	Collagen, type I, alpha 1	6.4
*Ptgis*	Prostaglandin I2 (prostacyclin) synthase	6.4
*Col1a2*^#^	Collagen, type I, alpha 2	6.2
*Itgbl1*	Integrin, beta-like 1	5.7
*Tpm2*	Tropomyosin 2, beta	5.4

Note:. 1) #=Tendon differentiation or specific marker; δ = genes related to tendons.

2) Note that the expression level detected for *Scx* also included that of *ScxGFP*, and therefore do not reflect the expression level of endogenous *Scx*.

**Table 2.** Top 25 upregulated genes in P7 *Tgfbr2;ScxCre* mutant cells compared with P7 wild-type tenocytes (≥2 fold change, adjusted p<0.05). See also Supplementary file 2 for a complete list of the downregulated genes.

Gene symbol	Gene name	Fold change
*Dlk1*	Delta-like one homolog (*Drosophila*)	137.9
*Serpine2*	Serine (or cysteine) peptidase inhibitor, clade E, member 2	118.2
*Dpt*	Dermatopontin	95.7
*Ly6a*	Lymphocyte antigen six complex, locus A	54.3
*H19*	H19	51.1
*Cd34*	CD34 antigen	47.8
*Lum*	Lumican	36.6
*Lgmn*	Legumain	31.8
*Cxcl12*	Chemokine (C-X-C motif) ligand 12	26.1
*Mfap5*	Microfibrillar associated protein 5	22.5
*Ly6c1*	Lymphocyte antigen six complex, locus C1	21.7
*Igf2*	Insulin-like growth factor 2	21.4
*Serping1*	Serine (or cysteine) peptidase inhibitor, clade G, member 1	19.2
*Mgst1*	Microsomal glutathione S-transferase 1	18.3
*Aspn*	Asporin	15.9
*Mt1*	Metallothionein 1	15.4
*Mgst3*	Microsomal glutathione S-transferase 3	13.1
*Col3a1*^δ^	Collagen, type III, alpha 1	13.0
*Postn*	Periostin, osteoblast specific factor	13.0
*Itm2a*	Integral membrane protein 2A	12.7
*Ptn*	Pleiotrophin	10.3
*Rps18-ps3*	Ribosomal protein S18, pseudogene 3	9.7
*Gsn*	Gelsolin	8.3
*Ifitm3*	Interferon induced transmembrane protein 3	8.2
*Col5a1*^δ^	Collagen, type V, alpha 1	8.1

Note: δ = genes related to tendons.

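All 25 genes of Table 2 were higher in the largest cluster of the library labelled mutant, and 23 of them were among the 25 largest rises of the 89 listed genes. Dlk1 (ENSMUSG00000040856, chromosome 12 from 109452823 to 109463336 of GRCm38) rose from 123 to 1915 CPM, a ratio of 15.6 (95% interval 14.4 to 16.9). H19 (ENSMUSG00000000031, chromosome 7 from 142575529 to 142578143) had a ratio of 14.0 (95% interval 13.1 to 15.0) and Igf2 (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816) of 7.77. The fibroblast-like cluster of the library labelled wild-type had 1432 CPM of Dlk1, 2393 of H19 and 960.3 of Igf2. Lum was 18.1 times as high in the mutant cluster, Lgmn 19.8 times and Cxcl12 14.0 times. Rps18-ps3 (ENSMUSG00000057657, chromosome 8 from 107262793 to 107263248) is a ribosomal pseudogene whose reads can be shared with its parent Rps18. It had 9 UMIs in the largest cluster of the library labelled wild-type and 116 in that of the library labelled mutant. Its mean was below 0.5 UMI per cell in both clusters. Its ratio was 9.55 (95% interval 4.86 to 21.4) in the largest clusters and 8.36 over the whole libraries.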

To gain insights into biological functions activated in the P7 mutant cells, differentially expressed genes (DEGs) in these cells (Supplementary file 2) were further analyzed via GO enrichment tools clusterProfiler (Yu et al., 2012) and PANTHER Classification System (http://pantherdb.org/). 

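The genes that Supplementary file 3 assigns to wound healing terms were tallied in the largest clusters. All 10 genes of the term wound healing were higher in the library labelled mutant and 9 were at least 2-fold higher, with a median log2 ratio of 2.46. The lowest log2 ratio was 0.70, for Naca. All 7 genes of the term regulation of wound healing were at least 2-fold higher, with a median of 2.16. Of the 11 genes of response to wounding, 10 were at least 2-fold higher. The paper picked these genes from its upregulated list on these libraries, so the tallies are not independent evidence. The enrichment test itself was not repeated.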

Intriguingly, GO enrichment analysis revealed that one of the prominent biological changes observed in P7 mutant cells was upregulation of gene sets associated with wound healing (Figure 6C and Supplementary file 3A). These genes include protease inhibitors (*Serpine2, Serping1*), inflammatory mediator *Anxa1* and extracellular matrix (*Col3a1* and *Col5a1*). This finding suggests a possible role for tendon cells in the responses to pathological conditions, in line with findings reported by others (Dakin et al., 2015; Stolk et al., 2017; Schoenenberger et al., 2018). On the other hand, many biological processes downregulated in P7 mutant cells involved collagen synthesis and organization (Figure 6D and Supplementary file 3B). 

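Serpine2 (ENSMUSG00000026249, chromosome 1 from 79794197 to 79861180 of GRCm38) had 52 UMIs in the largest cluster of the library labelled wild-type. In that of the library labelled mutant it had 1940, a ratio of 27.6 (95% interval 21.0 to 37.1). Over the whole libraries, the ratio of Serpine2 was 3.01. Serping1 (ENSMUSG00000023224, chromosome 2 from 84765387 to 84775444) went from 60.8 to 596 CPM, a ratio of 9.81 (95% interval 8.77 to 11.0). The ratio of Anxa1 (ENSMUSG00000024659, chromosome 19 from 20373428 to 20390944) had a 95% interval of 3.99 to 4.73. Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) rose from 1016 to 6860.1 CPM and Col5a1 (ENSMUSG00000026837, chromosome 2 from 27886425 to 28039514) from 78.7 to 552 CPM, ratios of 6.75 and 7.01. The larger fibroblast-like cluster of the library labelled wild-type in the finer clustering had 12278 CPM of Col3a1 and 728 of Serping1.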

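All 11 genes that Supplementary file 3 assigns to collagen fibril organization were lower in the largest cluster of the library labelled mutant, 8 of them at least 2-fold, with a median log2 ratio of -2.38. Their log2 ratios ran from -5.13 for Col11a2 to -0.35 for Lox. For extracellular matrix organization all 16 genes were lower, with a median of -2.03. The 6 genes of collagen biosynthesis had a median of -1.39 and the 7 of collagen metabolism one of -1.21, with 3 and 4 genes at least 2-fold lower. These terms share genes, and the paper picked the genes from its downregulated list on these libraries. The tallies are therefore not independent of each other and are not independent evidence.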

Since tendon biology is not annotated in most databases, changes in the collagen matrix, the most prominent structural component in tendons is the best indicator for the disruption of the tendon cell fate. Disruption of the collagen matrix in tendons was also detected in older mutant pups by ultrastructural analysis using TEM (Figure 3E,G).

Using PANTHER, we also investigated which protein classes were significantly altered in P7 mutant cells relative to WT tenocytes. Genes found to be most downregulated in mutant cells encode for receptors, signaling molecules, membrane traffic proteins and ECM (Table 3A). On the other hand, the upregulated genes in the mutant cells encode most prominently for proteins involved in nucleic acid binding, enzyme modulators, cytoskeletal protein, signaling molecules and transcription factors (Table 3B). 

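In the largest clusters, the 11 receptor genes of Table 3A were all lower in the library labelled mutant, with a median log2 ratio of -1.03 and 6 at least 2-fold lower. The 7 signaling molecules were all lower too, from -4.54 for Sema3b to -0.73 for Angptl2. All 6 membrane traffic genes were lower, but none by 2-fold, and their median was -0.81. Under the finer clustering 3 of the 6 were at least 2-fold lower. The 6 extracellular matrix genes had a median of -0.99, and Sparc fell most among them, with a log2 ratio of -2.02.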

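In each class of Table 3B all genes were higher in the largest cluster of the library labelled mutant. The 15 nucleic acid binding genes had a median log2 ratio of 1.19, with 9 at least 2-fold higher. The highest of them, Rpl9-ps6 at 3.30, is a ribosomal pseudogene that was also 9.18 times as high in the immune-like cells of the library labelled mutant (95% interval 2.72 to 48.2). All 8 enzyme modulators were at least 2-fold higher, with a median of 1.51. The 6 cytoskeletal genes had a median of 1.24 and the 6 signaling molecules one of 1.74. Of the 5 transcription factors, 3 were at least 2-fold higher and Junb was the highest, at 1.54. The genes of Tables 3A and 3B come from the paper's lists, picked on these libraries, so these tallies are not independent evidence.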

Notably, expression of the activating protein 1 (AP-1) transcriptional complex, associated with numerous cellular processes including cell fate regulation (Hess et al., 2004), was significantly induced in mutant cells. Expression of both AP-1 components, that is the *Fos* and *Junb* genes was induced more than twofold, and the *Jun* gene was induced only slightly less than twofold. Moreover, the *Id3* gene encoding for a general bHLH transcription factor inhibitor was also induced. 

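Fos (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273 of GRCm38) went from 738 to 1596 CPM between the largest clusters, a ratio of 2.16 (95% interval 2.09 to 2.24). Junb (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718) rose from 319 to 927 CPM, a ratio of 2.90 (95% interval 2.75 to 3.06), and Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) had a ratio of 1.65 (95% interval 1.55 to 1.74). In the immune-like cells of the same libraries, the ratios were 1.39 (95% interval 1.23 to 1.57) for Fos, 1.24 for Junb and 0.949 (0.766 to 1.17) for Jun. The median log2 ratio of Fos, Junb, Jun and Id3 was 1.22. It was lowest among the alternatives when the 20 most abundant genes were left out of the total, at 0.88.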

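Id3 (ENSMUSG00000007872, chromosome 4 from 136143497 to 136145755 of GRCm38) had 2006 UMIs in the largest cluster of the library labelled wild-type. In that of the library labelled mutant it had 6762. This was a rise from 364 to 909 CPM, a ratio of 2.50 (95% interval 2.37 to 2.63). In immune-like cells, where Id3 was low, the ratio was 1.51 (95% interval 0.788 to 2.92).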

Due to its broad selection of targets, *Id3* was also implicated in numerous cellular processes including the regulation of cellular differentiation (Norton, 2000). A possible role for these transcriptional activities in tenocyte dedifferentiation will be addressed in future studies.

**Table 3.** PANTHER protein class differentially expressed in P7 *Tgfbr2;ScxCre* mutant cells compared with P7 wild-type tenocytes. A complete list of differentially expressed genes (≥2 fold change, adjusted p<0.05) used for the analysis is available in Supplementary file 2.

(A) Downregulated protein class	
Protein class	Gene list
Receptor	*Pdgfrl, Col6a3, Kdelr3, Col6a1, Kdelr2, Itgbl1, Ssc5d, Col6a2, Ssr4, Col12a1, Matn4*
Signaling molecule	*Sdc1, Wisp1, Sparc, Mfap4, Sema3b, Angptl2, Tgfbi*
Membrane traffic protein	*Sec13, Kdelr3, Copz2, Kdelr2, Rabac1, Lman1*
Extracellular matrix protein	*Sdc1, Crtap, Clec11a, P3h3, Sparc, P3h4*
(B) Upregulated protein class	
Protein class	Gene list
Nuclei acid binding	*Ndn, Eif3f, Rpl39, Rpl36a, Rpl3, Rpl9-ps6, Rpl22l1, Rps27, Rps4x, Cirbp, Rps19, Eif3e, Rps18, Rps5, Junb*
Enzyme modulator	*Fstl1, Dbi, Sfrp2, Ctsb, Serpine2, Serping1, Igfbp3, Igfbp4*
Cytoskeletal protein	*Gsn, Map1lc3b, Tuba1b, Arpc1b, Emp1, Tubb5*
Signaling molecule	*S100a16, Ptn, Dlk1, Efemp2, Postn, Sfrp2*
Transcription factor	*Eif3h, Naca, Fos, Id3, Junb*

We next conducted PANTHER Pathway Analysis using different values of the filter parameter (mean UMI count and fold change) for enriching DEGs in P7 mutant cells. 

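The genes of Table 4 were tallied in the largest clusters, and all were higher in the library labelled mutant. The 13 integrin signaling genes had a median log2 ratio of 1.09, with 7 at least 2-fold higher and Col5a1 the highest. The 3 insulin/IGF genes had a median of 1.90, with Fos the lowest and Igf2 the highest. Among the 4 Wnt genes, 3 were at least 2-fold higher, and Fstl1 was the highest at 1.91. The 10 genes of inflammation mediated by chemokine and cytokine signaling had a median of 0.89, and 2 of them were at least 2-fold higher. The lowest of them, at 0.72, was Jun. The genes of Table 4 were picked by the paper as upregulated on these libraries, so the tallies are not independent evidence.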

In general, we found that pathways that stood out as relevant for this study included integrin signaling, insulin/IGF, Wnt and inflammation mediated by chemokine and cytokine signaling pathways (Table 4). Insulin/IGF and Wnt signaling are often implicated in cell proliferation and cell fate specification (Stewart and Rotwein, 1996; Sadagurski et al., 2006; Goessling et al., 2009; Salazar et al., 2016). It is interesting to note that their activation has also been associated with cellular dedifferentiation in skin, gut and neuron (Weber et al., 2003; Zhang et al., 2012; Perekatt et al., 2018). Further investigation is required to determine the specific roles of these signaling pathways in tenocyte dedifferentiation.

**Table 4.** PANTHER pathway analysis of upregulated genes in P7 *Tgfbr2;ScxCre* mutant cells compared with P7 wild-type tenocytes.

PANTHER pathway	PANTHER accession	Gene list
Integrin signaling pathway	P00034	*Arpc2, Col4a1, Rac1, Col5a2, Rap1b, Cdc42, Arpc5, Col5a1, Rap1a, Rhoc, Fn1, Arpc1b, Col3a1*
Inflammation mediated by chemokine and cytokine signaling pathway	P00031	*Arpc2, Rac1, Cdc42, Nfkbia, Arpc5, Rhoc, Arpc1b, Arpc4, Jun, Junb*
Wnt signaling pathway	P00057	*Fstl1, Sfrp2, Ppp3ca, Csnk1a1*
Insulin/IGF pathway	P00032, P00033	*Igf1, Igf2, Fos*

Note:. ^1^A complete list of differentially expressed genes (DEGs) used for the analysis is available in Supplementary file 2.

^2^Different values of the filter parameter (mean UMI count and fold change) were applied for enriching DEGs in P7 mutant cells. Only pathways that stood out as relevant for this study are listed.

### Tenocyte dedifferentiation is dependent on cell autonomous loss of TGFβ signaling

Lastly we wanted to ask if tenocyte dedifferentiation in these mutants reflected a cell autonomous requirement for TGFβ signaling in tenocytes, or if it was the result of global changes that occurred in mutant tendons. To address this question, we wanted to reactivate TGFβ signaling in isolated mutant tendon cells that will therefore still be exposed to the mutant tendon environment and determine the effects on tenocyte dedifferentiation. We previously found that transuterine injection of AAV viruses into embryonic limbs resulted in sporadic infection of limb tendons [(Huang et al., 2013) and unpublished data]. We therefore decided to address this question by injection of a Cre-activatable virus encoding an epitope tagged version of the receptor, *AAV1-FLEX-Tgfbr2-V5* (Figure 7A). Injection of this virus into embryonic mutant limbs would result in expression of *Tgfbr2-V5* only in infected tendon cells due to the tendon-restricted activity of *ScxCre* in mutant embryos.

**Figure 7.**
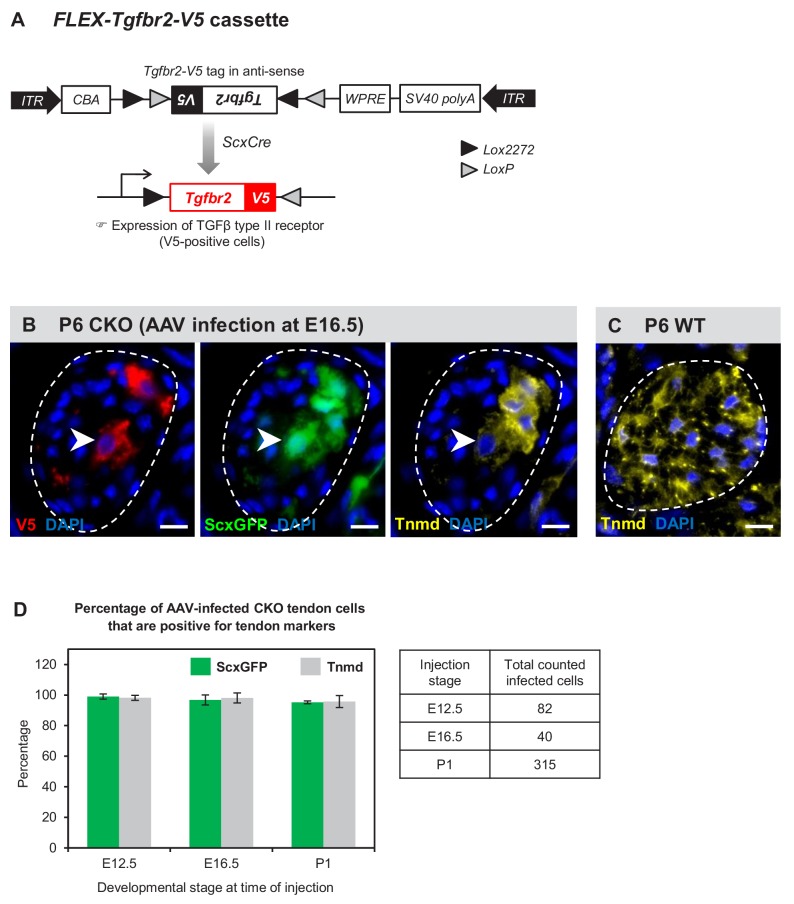
Tenocyte dedifferentiation is dependent on cell autonomous loss of TGFβ signaling. (**A**) *AAV1-FLEX-Tgfbr2-V5* virus contains the reverse-complement sequence of *Tgfbr2* with a C-terminal *V5* epitope tag. *Cre* activity will lead to a permanent inversion of the cassette that will then express the V5-tagged TGFβ type II receptor. (**B**) Targeted expression of TGFβ type II receptor in E16.5 mutant tendon cells using the *AAV1-FLEX-Tgfbr2-V5* prevented the loss of tendon markers in the infected tenocytes. The forelimb of E16.5 mutant embryos was infected with *AAV1-FLEX-Tgfbr2-V5* virus and harvested at P6. Transverse forelimb sections were stained with antibodies for V5 (red) to detect AAV-infected cells and tenomodulin (Tnmd; yellow), a prototypic tendon marker expressed by (**C**) all tenocytes in the wild-type tendon at this stage. Dashed line demarcates the mutant tendon. (**D**) Quantification shows that about 95–98% of the AAV-infected (V5-positive) mutant tendon cells retained or re-expressed tendon differentiation markers after viral injection at different developmental stages (n = 3 pups for each stage). Note that the embryonic infection was performed with Cre-activated *AAV1-FLEX-Tgfbr2-V5* virus and the P1 infection was performed with the constitutive *AAV1-Tgfbr2-FLAG* virus. Scale bar, 10 μm. Mutant: CKO, Wild-type: WT.

**Figure 7—figure supplement 1.**
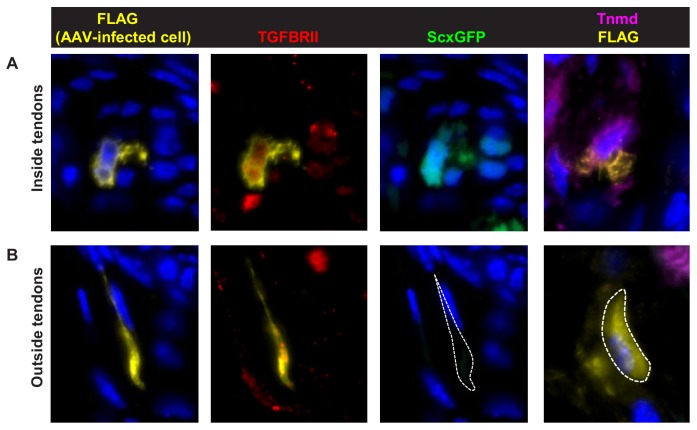
Induction of tendon markers by TGFβ signaling is context dependent. *AAV1-Tgfbr2-FLAG* viral infection resulted in constitutive expression *Tgfbr2-FLAG* expression in cells both within and outside of tendons. The virus was injected locally into P1 mutant limbs and the limbs were harvested at P7. Sections from infected limbs were stained with antibodies to FLAG (yellow) to detect infected cells, and TGFβ type II receptor (TGFBRII) to confirm the re-expression of the receptor. *ScxGFP* signal and tenomodulin (Tnmd) antibody staining were used to identify induction of tendon markers. (**A**) Infected mutant tendon cells expressed the tendon markers *ScxGFP* and Tnmd. (**B**) In cells located outside of tendons (demarcated lines), the viral infection as detected by positive FLAG and TGFBRII immunofluorescence did not result in induction of the tendon markers *ScxGFP* and Tnmd. Figures not to scale.

*AAV1-FLEX-Tgfbr2-V5* was injected into mutant limbs at two stages during embryonic tendon development: (a) E12.5 at the onset of *ScxCre* activity, ensuring that *Tgfbr2-V5* expression will be activated in infected cells concurrent with the loss of the endogenous *Tgfbr2*, resulting in isolated *Tgfbr2*-expressing cells surrounded by mutant cells. (b) E16.5, before the onset of tenocyte dedifferentiation in mutant embryos. Infected limbs were harvested at P5-P7, and the effects of *Tgfbr2* expression on mutant tendon cells was evaluated by analyzing cells with positive *V5* signal. Interestingly, targeted re-expression of *Tgfbr2-V5* in individual mutant tendon cell at both developmental stages was able to prevent the loss of tendon markers as observed in postnatal pups (Figure 7B–D), suggesting a cell autonomous role for TGFβ signaling in maintenance of the tendon cell fate.

Recognizing that cell autonomous activity of *Tgfbr2-V5* was sufficient to prevent dedifferentiation of mutant tenocytes, we next wanted to test if reactivation of TGFβ signaling in a dedifferentiating tenocyte could also reverse the process and rescue a tenocyte from dedifferentiation. Activity of *ScxCre* may be lost in the dedifferentiating tenocytes due to the loss of *Scx* expression and therefore of *Scx* enhancer driven expression of *Cre* in tendons of *Tgfbr2;ScxCre* mice. We therefore used in this case a virus encoding constitutive expression of *Tgfbr2* in which the virus was tagged with a *FLAG* Tag (*AAV1-Tgfbr2-FLAG*). The virus was injected locally into P1 mutant limbs and the limbs were harvested at P7. We found again that all infected mutant tendon cells expressed the tendon markers *ScxGFP* and tenomodulin (Figure 7D and Figure 7—figure supplement 1A), suggesting that reactivation of TGFβ signaling was indeed sufficient to rescue the dedifferentiated tenocytes. Taken together, these findings demonstrate that TGFβ signaling is sufficient to prevent and to rescue the loss-of-tendon cell fate in a cell autonomous manner.

The constitutive expression of *Tgfbr2-FLAG* driven by the *AAV1-Tgfbr2-FLAG* virus ensured that the neonatal infection with this virus resulted in *Tgfbr2-FLAG* expression both within and outside of tendons. Notably, induction of tendon gene expression following activation of *Tgfbr2-FLAG* expression was detected only in dedifferentiated tenocytes and not in cells located outside of tendons (Figure 7—figure supplement 1B). It was previously shown that TGFβ signaling is a potent inducer of *ScxGFP* and other tendon markers (Pryce et al., 2009; Maeda et al., 2011; Sakabe et al., 2018). This result however, reflects the fact that induction of tendon markers by TGFβ signaling is context-dependent and further indicates that the tenocytes in mutant pups have dedifferentiated to a state that retained tenogenic potential and the capacity to respond to TGFβ signaling.

Taken together these results highlight a surprising cell autonomous role for TGFβ signaling in maintenance of the tendon cell fate. In *Tgfbr2;ScxCre* mutants tenocyte differentiation and function are normal during embryonic development but the tenocytes dedifferentiate in early postnatal stages. Tenocyte dedifferentiation is directly dependent on the loss of TGFβ signaling since retention or reactivation of the TGFβ receptor in isolated cells prevents or reverses the process of dedifferentiation. TGFβ signaling is thus essential for maintenance of the tendon cell fate.

## Discussion

In this study, we find that the tendon cell fate requires continuous maintenance in vivo and identify an essential role for TGFβ signaling in maintenance of the tendon cell fate. To examine the different roles that TGFβ signaling may play in tendon development the *Tgfbr2* gene was targeted in *Scx*-expressing cells (*Tgfbr2;ScxCre* mutant), ensuring disruption of TGFβ signaling in tendon cells. Mutant embryos appeared normal at birth and showed movement difficulties from early neonatal stages. Tendon formation and maturation was not affected in mutant embryos, but one flexor tendon snapped consistently at E16.5 and a few additional tendons disintegrated in early postnatal stages. Surprisingly, we find that in all other tendons the resident tenocytes lost tendon gene expression and dedifferentiated, assuming behavior and gene expression associated with stem/progenitor cells. While a direct loss of TGFβ signaling in individual tenocytes was not sufficient to cause tenocyte dedifferentiation, we found that tenocyte dedifferentiation could be reversed by reactivation of TGFβ signaling in mutant cells (Figure 8). These results uncover an essential role for molecular pathways that maintain the differentiated cell fate in tenocytes and a key role for TGFβ signaling in these processes.

**Figure 8.**
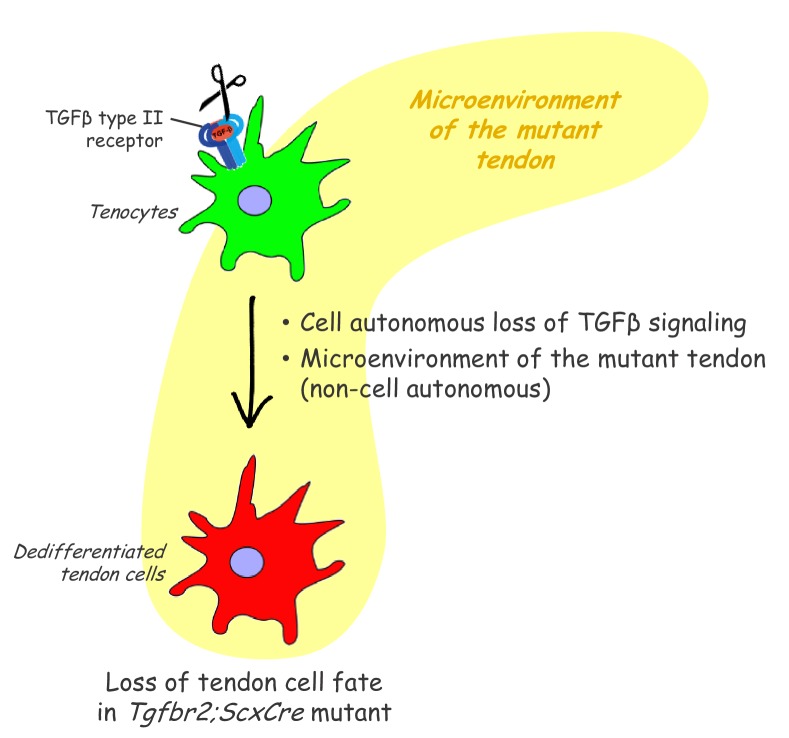
Proposed roles of TGFβ signaling in the maintenance of tendon cell fate. Targeted disruption of the TGFβ type II receptor (*Tgfbr2*) by *ScxCre* resulted in tenocyte dedifferentiation in early postnatal stages. Tenocyte dedifferentiation was reversed by reactivation of TGFβ signaling in individual mutant cells, demonstrating a cell autonomous role for TGFβ signaling for maintenance of the cell fate. Conversely, a mere loss of the receptor in individual tendon cell was not sufficient to cause tenocyte dedifferentiation, suggesting that external factors may also play a critical role in this process. We therefore propose that maintenance of the tendon cell fate is dependent on a combination of a cell autonomous function of TGFβ signaling and an additional, likely non-cell autonomous factor, for example the microenvironment of the tendon in the *Tgfbr2;ScxCre* mutant (cell-matrix interaction, mechanical loading, cell-cell contacts etc).

Dedifferentiation has mostly been studied in vitro (Weinberg et al., 2007; Zhang et al., 2010; Pennock et al., 2015; Mueller et al., 2016; Guo et al., 2017; Nordmann et al., 2017) and there are only a handful of reported cases of dedifferentiation in vivo (Talchai et al., 2012; Tata et al., 2013; Zhang et al., 2019). It was therefore important to establish if the tenocytes of *Tgfbr2;ScxCre* mutants indeed dedifferentiated. Cellular dedifferentiation manifests in most cases by loss of features associated with the differentiated state and reversion to an earlier progenitor state within their cell lineage. In tendons of *Tgfbr2;ScxCre* mutants, we indeed found that the tenocytes lost tendon gene expression and showed enhanced clonogenic potential. Moreover, the mutant tenocytes gained expression of the prototypic somatic stem/progenitor markers Sca-1, CD34 and CD44 (Holmes and Stanford, 2007; Sung et al., 2008; Hittinger et al., 2013; Sidney et al., 2014). Notably, of these stem/progenitor markers only Sca-1 and CD44 are also expressed at high levels in cultured tendon-derived stem/progenitor cells (Bi et al., 2007; Mienaltowski et al., 2013). Neither of these markers has so far been established as markers for tenocytes or for tendon progenitors. However, both expression of the *Cd34* and *Cd44* genes and expression of some additional signature genes identified in the dedifferentiated tenocytes by the scRNASeq analysis was previously shown to be significantly enriched in E14.5 mouse limb tendon cells when compared to cells from E11.5 (Havis et al., 2014). These observations suggest that some aspects of the embryonic tendon development program may be reactivated in dedifferentiated mutant tendon cells. Interestingly, we found that Sca-1, CD34 and CD44 are expressed in the wild-type epitenon/paratenon, thin layers of cells that surround the tendon and has been implicated as a possible source of stem/progenitor cells for tendons (Mienaltowski et al., 2013; Cadby et al., 2014; Harvey et al., 2019). We further verified that mutant tendons are not repopulated by epitenon/paratenon cells since there is no evidence of elimination of the resident tenocytes by cell death.

Most studies of cellular dedifferentiation have focused on the regulation of this process in vitro. There is, however, evidence demonstrating this phenomenon in vivo especially in the context of pathological scenarios, as part of the regeneration process. One of the well-studied examples is limb regeneration in amphibians. Following limb amputation, cells near to the wound dedifferentiate to blastema, proliferate and eventually re-differentiate to replace all the components of the lost limb (McCusker et al., 2015). In zebrafish, it has also been reported that following partial heart amputation, sarcomeres in mature cardiomyocytes disassembled, lost their differentiation gene expression profile and switched to embryonic hyperplastic growth to replace the missing tissues (Poss et al., 2002). Cellular dedifferentiation has also been observed in murine mature hepatocytes (Gournay et al., 2002), pancreatic β cells (Talchai et al., 2012) and skeletal muscle cells (Mu et al., 2011). More recently, Nusse and colleagues (Nusse et al., 2018) have shown that disruption of the mouse intestinal barrier, via either parasitic infection or cell death, led to reversion of crypt (epithelial) cells to a fetal-like stem cell state. Interestingly, expression of Sca-1 was highly induced in these cells, and when cultured the Sca-1 positive crypt cells exhibited characteristics of fetal intestinal epithelium including re-expression of fetal signature genes and loss of differentiated markers. The results presented in this study therefore suggest that a similar process may be activated in tenocytes as part of the regenerative process in response to pathology. Taken together, this growing body of evidence suggests that dedifferentiation may be a generalized cellular response to tissue damage that warrants further investigation. Moreover, these observations may also suggest that induction of Sca-1 may serve as a marker for a pathology-related dedifferentiation process. Intriguingly, Sca-1-positive cells were also found in the wound window in rat patellar tendon incisional injury model, but in this case it was not determined if Sca-1 expression was associated with dedifferentiation (Tan et al., 2013). Sca-1 expression has been identified on putative stem/progenitor cell populations in various tissues (Holmes and Stanford, 2007; Hittinger et al., 2013), but little is known about its biological function. It may therefore be interesting to examine whether Sca-1 functions as a stemness marker in dedifferentiated cells or if it also plays additional roles in cellular responses to pathological conditions.

Tenocyte dedifferentiation as observed in this study reveals an unexpected flexibility in the tendon cell fate where differentiated tenocytes can revert to a progenitor state under the mutant conditions. Significantly, reintroduction of *Tgfbr2* not only prevented tenocyte dedifferentiation when it was performed during embryogenesis but was also able to rescue the cell fate of dedifferentiated tenocytes when the virus was introduced after birth. This result suggests that TGFβ signaling may have a continuous role in protecting the differentiated tenocytes from dedifferentiation, identifying TGFβ signaling as a key regulator of tendon homeostasis. Moreover, these results also highlight the importance of the molecular pathways involved in maintenance of the differentiated cell fate not only for tissue homeostasis and function, but also for processes associated with tissue regeneration or with the onset and unfolding of pathology. Previous studies have implicated TGFβ signaling in cell fate maintenance in various tissues, for example preserving chondrocyte identity in cultures (Baugé et al., 2013) and suppressing intestinal cell dedifferentiation (Cammareri et al., 2017). While TGFβ signaling has been associated with different aspects of tendon biology (Pryce et al., 2009; Havis et al., 2016), to the best of our knowledge this is the first report of its role in maintenance of the tendon cell fate.

The fact that the mutant phenotype was caused by disruption of TGFβ signaling in tenocytes and the rescue of the tendon cell fate by virus mediated reintroduction of *Tgfbr2* even to individual mutant cells provides direct evidence for a continuous and cell autonomous role for TGFβ signaling in maintenance of the tendon cell fate. However, targeting of *Tgfbr2* using ubiquitous inducible cre drivers did not result in tenocyte dedifferentiation. These observations suggest that tenocyte dedifferentiation in these mutants may not merely be the result of the loss of intrinsic TGFβ signaling in tendon cells, but rather may be caused by an interplay between intrinsic loss of TGFβ signaling and additional external factors associated with the loss of *Tgfbr2* with the specific spatial and temporal features of the *ScxCre* driver. These additional factors may involve cell-matrix interactions affected by the microenvironment of the mutant tendons or changes in cell-cell contacts in the mutant environment. The fact that the phenotype manifested in early post-natal stages may also suggest that mechanical loading experienced by the pups after birth may play a role in the initiation of cellular dedifferentiation. The close relationship between tendon function and mechanical stimulus has been underlined in several studies (Nabeshima et al., 1996; Heinemeier and Kjaer, 2011; Galloway et al., 2013). Enhanced mechanical loading may compound with altered features in the structure of the mutant tendons to trigger the initiation of the mutant phenotype.

The tendon phenotype of *Tgfbr2;ScxCre* mutants highlights a likely role for tenocyte dedifferentiation in regenerative processes in tendons and possibly also in the progression of tendon pathology. Uncovering the molecular pathways involved in this process may therefore be important for new strategies for treatments of tendon pathologies. The *Tgfbr2;ScxCre* mutants provide a unique opportunity to analyze these pathways, and the experimental approaches employed in this study may be developed into an experimental paradigm for molecular dissection of this process. Briefly, transcriptional and epigenetic analyses of the mutant tenocytes through the dedifferentiation process can provide a landscape of the molecular changes that initiate and drive the dedifferentiation process. Promising candidates can then be tested using the AAV-mediated cell fate rescue experiments to identify genes or groups of genes that can protect the tenocytes from dedifferentiation to establish the molecular process of cellular dedifferentiation. Of particular interest will be the early molecular changes in the mutant tenocytes that drive and promote the onset and progression of tenocyte dedifferentiation.

Our findings underscore the fact that the tendon cell fate requires continuous maintenance and that it is not an irreversible state, a long-standing biological dogma that has been challenged by recent research (Takahashi and Yamanaka, 2006; Ladewig et al., 2013). Nevertheless, it is important to recognize that the dramatic cell fate changes in *Tgfbr2;ScxCre* mutant happens in the context of a genetic modification. The occurrence of such phenomenon in vivo might not be a simple direct outcome of changes to TGFβ signaling. Most importantly, while the initiating events for tenocyte dedifferentiation may vary in different scenarios, it is likely that the molecular events that drive the dedifferentiation process downstream of the initiation event are similar or related. Uncovering these pathways in this experimental system may therefore facilitate the analysis of such processes in various other contexts.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Tgfbr2^f/f^*	(Chytil et al., 2002)	NA	NA
Genetic reagent (*M. musculus*)	*ScxCre*	(Blitz et al., 2013)	NA	NA
Genetic reagent (*M. musculus*)	*Rosa^CreERT^*	(Hameyer et al., 2007)	NA	NA
Genetic reagent (*M. musculus*)	*ScxGFP*	(Pryce et al., 2007)	NA	NA
Genetic reagent (*M. musculus*)	*Ai14 Rosa26-tdTomato (RosaT)*	(Madisen et al., 2010)	NA	NA
Recombinant DNA reagent	*pAAV1-FLEX-Tgfbr2-V5*	GenScript	This paper	NA
Recombinant DNA reagent	*pAAV1-Tgfbr2-FLAG*	GenScript	This paper	NA
Antibody	Rat anti-CD34 (Clone RAM34)	BD Biosciences	Cat# 553731 RRID:AB_395015	IF(1:200), Antigen retrieval
Antibody	Rat anti-CD44 (Clone IM7)	BD Biosciences	Cat# 550538 RRID:AB_393732	IF(1:40), Pre-treated with cold acetone for 10 min at −20°C
Antibody	Rabbit anti-FLAG (DYKDDDDK)	Thermo Fisher Scientific	Cat# 740001 RRID:AB_2610628	IF(1:200), Antigen retrieval
Antibody	Rat anti-FLAG (DYKDDDDK)	Novus Biologicals	Cat# NBP1-06712SS RRID:AB_1625982	IF(1:100), Antigen retrieval
Antibody	Goat anti-Sca-1/Ly6	R and D Systems	Cat# AF1226 RRID:AB_354679	IF(1:80)
Antibody	Rat anti-Sca-1/Ly6	R and D Systems	Cat# MAB1226 RRID:AB_2243980	IF(1:50)
Antibody	Goat anti-tenomodulin (Clone C-20)	Santa Cruz Biotechnology	Cat# sc-49324 RRID:AB_2205971	IF(1:50), Antigen retrieval
Antibody	Rabbit anti-TGFβ type II receptor	Bioworld Inc	Cat# BS1360 RRID:AB_1663474	IF(1:250)
Antibody	Rabbit anti-V5	Abcam	Cat# ab206566 RRID:AB_2819156	IF(1:500), Antigen retrieval
Antibody	Rat anti-V5	Abcam	Cat# ab206570 RRID:AB_2819157	IF(1:500), Antigen retrieval
Antibody	Cy5 donkey anti-goat secondary	Jackson ImmunoResearch	Cat# 705-175-147 RRID:AB_2340415	IF(1:500)
Antibody	AlexaFluor647 donkey anti-rabbit secondary	Jackson ImmunoResearch	Cat# 711-607-003 RRID:AB_2340626	IF(1:400)
Antibody	Cy3 donkey anti-rabbit secondary	Jackson ImmunoResearch	Cat# 711-166-152 RRID:AB_2313568	IF(1:800)
Antibody	AlexaFluor647 donkey anti-rat secondary	Jackson ImmunoResearch	Cat# 712-606-153 RRID:AB_2340696	IF(1:800)
Antibody	Cy3 donkey anti-rat secondary	Jackson ImmunoResearch	Cat# 712-166-150 RRID:AB_2340668	IG(1:800)
Commercial assay or kit	In situ cell death detection kit	Roche	Cat# 12156792910	Follow the manufacturer’s instruction
Commercial assay or kit	Click-iT EdU kit	Life Technologies	Cat# C10340	Follow the manufacturer’s instruction
Other	DAPI stain	Thermo Fisher Scientific	D1306 RRID:AB_2629482	1 μg/ml

Note:. * Antigen retrieval: Incubated with warm citrate buffer (10 mM sodium citrate with 0.05% Tween 20, pH 6) at 550W, 50°C for 5 min using a PELCO BioWave.

### Mice

All mouse works were performed in accordance to the guidelines issued by the Animal Care and Use Committee at Oregon Health and Science University (OHSU). Floxed TGFβ type II receptor (*Tgfbr2^f/f^*) mice (Chytil et al., 2002) were crossed with mice carrying the tendon deletor Scleraxis-Cre recombinase (*ScxCre*) (Blitz et al., 2013) to disrupt TGFβ signaling in tenocytes (called hereafter *Tgfbr2;ScxCre* mutant). All mice in this study also carried a transgenic tendon reporter *ScxGFP* (Pryce et al., 2007), and a Cre reporter *Ai14 Rosa26-tdTomato* (*RosaT*) (Madisen et al., 2010) for the lineage tracing of *Scx*-expressing cells. For embryo harvest, timed mating was set up in the afternoon, and identification of a mucosal plug on the next morning was considered 0.5 days of gestation (E0.5). Embryonic day 14.5 to postnatal day 13 (E14.5-P13) limb tendons were used for analysis. Mouse genotype was determined by PCR analysis of DNA extracted from tail snip using a lysis reagent (Viagen Biotech, Cat 102 T) and proteinase K digestion (55°C, overnight).

### Transmission electron microscopy (TEM)

Skinned mouse forelimbs were fixed intact for several days in 1.5% glutaraldehyde/1.5% formaldehyde, rinsed, then decalcified in 0.2 M EDTA with 50 mM TRIS in a microwave (Ted Pella, Inc) operated at 97.5 watts for fifteen 99 min cycles. Samples were fixed again in 1.5% glutaraldehyde/1.5% formaldehyde with 0.05% tannic acid overnight, then rinsed and post-fixed overnight in 1% OsO_4_. Samples were dehydrated and extensively infiltrated in Spurr’s epoxy and polymerized at 70°C (Keene and Tufa, 2018). Ultrathin sections of tendons of interest were cut at 80 nm, contrasted with uranyl acetate and lead citrate, and imaged using a FEI G20 TEM operated at 120 kV with montages collected using a AMT XR-41 2 × 2K camera. The acquired images were stitched using ImageJ software (https://imagej.nih.gov/ij/) (Preibisch et al., 2009). Three pups per time point were harvested for TEM analysis.

### In situ hybridization and histological staining

Dissected forelimbs were fixed with 4% paraformaldehyde in PBS, decalcified in 5 mM EDTA (1–2 weeks at 4°C) and incubated with a 5–30% sucrose/PBS gradient. The tissues were then embedded in OCT (Tissue-Tek, Inc), sectioned at 10 µm or 12 µm using a Microm HM550 cryostat (Thermo Scientific, Waltham, MA) and mounted on Superfrost plus slides (Fisher). In situ hybridization was performed as previously described (Murchison et al., 2007).

For immunofluorescence staining, sections were air-dried, rinsed thrice with PBS and blocked with 2% BSA and 2% normal goat serum in PBS for 1 hr at RT. The sections were then incubated overnight at 4°C with specific primary antibody as listed in Key Resources Table. This was followed by incubation with the matching Cy3- or Cy5/AlexaFluor647-conjugated secondary antibody (Jackson ImmunoResearch; diluted at 1:400 to 1:800; see Key Resources Table) in PBS containing 2% normal goat serum for 1 hr at RT. DAPI (4′,6-diamidino-2-phenylindole, dihydrochloride; Thermo Fisher Scientific) was used to counterstain cell nuclei. Immunolabelled sections were mounted in Fluorogel (Electron Microscopy Sciences, PA; Cat 17985–10) and visualized using a Zeiss ApoTome microscope. A washing step with PBS containing 0.1% Triton-X 100 was performed after the change of antibodies. Controls included omission of primary antibodies.

For examination of cell death and proliferation, TUNEL and EdU assays were performed using Click-iT EdU (Life Technologies) and In Situ Cell Death Detection (Roche) kits, respectively, following manufacturer’s instructions. For all studies, sections from two to four pups were examined to ensure reproducibility of results.

### Isolation and culture of tendon-derived stem/progenitor cells

Mice at P7 were used for tendon progenitor cell isolation using a protocol modified from that in Mienaltowski et al. (2013). Briefly, both forelimbs and hindlimbs were harvested from euthanized mice, skinned and exposed to 0.5% collagenase type I (Gibco, Cat 17100–017) and 0.25% trypsin (Gibco, Cat 27250–018) in PBS for 15 min at 37°C with gentle shaking. The surfaces of tendons were then scraped carefully with a pair of forceps to remove epitenon/paratenon cells. The middle portion of tendons was then harvested, cut into small pieces and tendon cells were released by digestion for 30 min at 37°C with gentle shaking in a solution of 0.3% collagenase type I, 0.8% collagenase type II (Cat 17101–015), 0.5% trypsin and 0.4% dispase II (Cat 17105–041) (all from Gibco). The released cells were strained with a 70 μm cell strainer (BD Falcon, Cat 352350) and collected by centrifugation for 5 min at 300 g. The cells were then resuspended in PBS with 1% BSA, and fluorescence-activated cell sorting (FACS) was used to separate the cells for colony-forming assay.

### Colony-forming unit (CFU) assay

CFU assay was used to examine the self-renewal potential of cells (Bi et al., 2007). The enzymatically-released WT and heterozygous tenocytes as well as dedifferentiated mutant tendon cells (i.e. *ScxGFP*-negative and RosaT-positive cells) were sorted by FACS and plated at one cell per well in a 96-well plate using a BD Influx cell sorter (BD Bioscience, USA). About 10–12 days into the culture, the colonies were fixed in 4% paraformaldehyde (10 min, RT), stained with 0.5% crystal violet for 30 min, and rinsed twice with water. Percentage of colony-forming unit was calculated as: Number of wells with colonies ÷ 96 × 100. Each data point represents the mean of duplicate plates from 3 to 5 separate experiments. Each experiment represents limb tendons collected from 2 to 4 pups.

### Re-expression of *Tgfbr2* in mutant cells using adeno-associated virus (AAV) vector

*FLAG* or *V5* epitope tag sequences were added at the C-terminus of the murine TGFbR2 Consensus Coding Sequence (CCDS23601). The *Tgfbr2-FLAG* (*Tgfbr2-FLAG*) and reverse-compliment *Tgfbr2-V5* (*FLEX-Tgfbr2-V5*) insert sequences were synthesized and subcloned by GenScript into an *AAV1* vector. The *FLEX* backbone vector (Atasoy et al., 2008) was purchased from AddGene and modified. Vectors were then packaged into *AAV1* capsid, purified, and titered by the OHSU Molecular Virology Support Core. *AAV1* insert expression was under the control of a chicken beta-actin (*CBA*) promoter and an *SV40* polyadenylation sequence. All experimental procedures were evaluated and approved by the institutional Animal Care and Ethics Committee.

Re-expression of *Tgfbr2* in embryos was done by delivery of *AAV1-FLEX-Tgfbr2-V5*, a Cre-dependent expression cassette, specifically to *Tgfbr2;ScxCre* mutant tendon cells. Transuterine microinjection of the viral vector into embryos was performed according to a published protocol (Jiang et al., 2013). Briefly, a laparotomy was performed on anesthetized pregnant females to expose the uterus. The left wrist field of the forelimb bud of each embryo was injected with ~2 µl of concentrated viral inoculum (3.8 × 10^13^ vg/ml) using a borosilicate glass capillary pipette (25–30 µm outer diameter and 20 degree bevel). The abdominal and skin incisions were closed with resorbable sutures. The dams were recovered overnight with supplementary heating and then returned to main colony housing.

For postnatal constitutive re-expression of *Tgfbr2*,~10 µl of *AAV1-Tgfbr2-FLAG* inoculum (4.1 × 10^12^ vg/ml) was injected subcutaneously into the left forelimb of P1 pups using an 8 mm x 31G BD Ultra-Fine insulin syringe and needle (Becton Dickinson and Company, NJ). For both experiments, forelimbs from P5 to P7 mutant pups (n = 3 pups for each stage) were harvested, fixed, cryosectioned and examined for expression of tendon differentiation markers in infected tendon cells.

### Single-cell RNA sequencing (scRNASeq) and data analysis

Tendons were collected and pooled from both forelimbs and hindlimbs as described above from two pups with the omission of tissue-scraping step. The enzymatically released cells were centrifuged, resuspended in α-MEM with 5% FBS and submitted to the OHSU Massively Parallel Sequencing Shared Resource (MPSSR) Core facility. scRNASeq analysis was then performed using the 10x Genomics Chromium Single Cell 3’ Reagent Kits and run on a Chromium Controller followed by sequencing using the Illumina NextSeq 500 Sequencing System (Mid Output), as per the manufacturer's instructions (10x Genomics Inc, CA; Illumina Inc, CA).

Sequencing data processing and downstream analysis were performed using Cell Ranger version 2.0 (10x Genomics, CA) (Zheng et al., 2017) with the default settings. Briefly, sequencing reads were aligned to the mm10 genome and demultiplexed and filtered using total UMI count per cell to generate the gene barcode matrix. Principle component analysis was performed and the first ten principle components were used for the t-distributed stochastic neighbor embedding (tSNE) dimensional reduction and clustering analysis. Cells were clustered using K-means clustering. For each cluster, genes with an average UMI count ≥0.5, fold change ≥1.5 and p-value<0.05 were identified as signature genes for each cluster. Gene Ontology (GO) enrichment analysis (clusterProfiler) (Yu et al., 2012) and the PANTHER Classification System (http://pantherdb.org/) were used to elucidate the biological process and signaling pathway associated with individual gene. Enriched canonical pathways were defined as significant if adjusted *p*-values were <0.05.

### Statistical analysis

Unless stated otherwise, all graphs are presented as mean ± standard deviation (SD). Student’s *t*-tests were performed to determine the statistical significance of differences between groups (n ≥ 3). A value of p<0.05 is regarded as statistically significant.

## Data Availability

All data generated or analyzed during this study are included in the manuscript and Supplementary Files. Single cell RNA-Seq data has been deposited onto GEO under accession code GSE139558. The following dataset was generated: TanGWangCXiaZSchweitzerR2020Differentially expressed transcriptomes of P7 mouse tendon cells with targeted deletion of TGF-beta signalingNCBI Gene Expression OmnibusGSE139558

# Supplementary material for: Tgfβ signaling is critical for maintenance of the tendon cell fate
**Source:** eLife. 2020 Jan 21;9:e52695. doi: 10.7554/eLife.52695
**Supplement:** Supplementary file 1. — See also Figure 6A for the tSNE plots of the sample. (A) Top 25 genes highly expressed in the tenocyte cluster relative to other clusters in the P7 wild-type tendon sample (≥1.5 fold change, adjusted p<0.05). (B) Top 25 genes highly expressed in the dedifferentiated mutant cell cluster relative to other clusters in the P7 Tgfbr2;ScxCre mutant tendon sample (≥1.5 fold change, adjusted p<0.05).

**Supplementary File 1. Signature genes in tenocytes and dedifferentiated mutant cells in comparison with other clusters.** See also Figure 6A for the tSNE plots of the sample.

(A) Top 25 genes highly expressed in the tenocyte cluster relative to other clusters in the P7 wild-type tendon sample (≥1.5-fold change, adjusted *p*<0.05).

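These 25 genes were set against all other cells of the library labelled wild-type. All 25 were more than 1.5-fold higher in the largest cluster, with ratios from 4.44 for C1qtnf3 to 25.7 for Angptl7. Angptl7 had 1329 UMIs in the cluster and 37 in the other cells. Kera had a ratio of 8.03 and Cpxm2 one of 8.36. None of the listed genes took part in the clustering, but the paper picked them on this library, so the tally is not independent evidence.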

| Gene symbol | Gene name | Fold change |
| --- | --- | --- |
| *Angptl7* | Angiopoietin like 7 | 30.3 |
| *Car9* | Carbonic anhydrase 9 | 18.5 |
| *Col11a2*^#^ | Collagen, type XI, alpha 2 | 16.4 |
| *Scx*^#^ | Scleraxis | 14.9 |
| *Wif1* | Wnt inhibitory factor 1 | 13.5 |
| *Sema3b* | Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3B | 12.7 |
| *Col2a1* ^δ^ | Collagen, type II, alpha 1 | 12.6 |
| *Fmod^#^* | Fibromodulin | 11.9 |
| *Matn4* | Matrilin 4 | 10.1 |
| *Cgref1* | Cell growth regulator with EF hand domain 1 | 9.9 |
| *Col11a1*^#^ | Collagen type XI alpha 1 | 9.3 |
| *1500015O10Rik* | RIKEN cDNA 1500015O10 gene | 9.2 |
| *Cpxm2* | Carboxypeptidase X 2 (M14 family) | 9.1 |
| *Clip2* | Cartilage intermediate layer protein 2 | 8.3 |
| *Pdgfrl*^δ^ | Platelet-derived growth factor receptor-like | 7.3 |
| *Itgbl1* | Integrin, beta-like 1 | 7.0 |
| *Col1a1*^#^ | Collagen, type I, alpha 1 | 6.9 |
| *Col1a2*^#^ | Collagen, type I, alpha 2 | 6.9 |
| *Cpz* | Carboxypeptidase Z | 6.7 |
| *Kera* ^δ^ | Keratocan | 6.6 |
| *P4ha1*^δ^ | Procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha 1 polypeptide | 6.2 |
| *Abi3bp* | ABI gene family, member 3 (NESH) binding protein | 5.9 |
| *Crabp1* | Cellular retinoic acid binding protein I | 5.8 |
| *Tnmd*^#^ | Tenomodulin | 5.7 |
| *C1qtnf3* | C1q and tumor necrosis factor related protein 3 | 5.4 |

Note:

1. #=Tendon differentiation or specific marker; δ=genes related to tendons.
2. Note that the expression level detected for *Scx* also included that of *ScxGFP*, and therefore do not reflect the expression level of endogenous *Scx*.

(B) Top 25 genes highly expressed in the dedifferentiated mutant cell cluster relative to other clusters in the P7 *Tgfbr2;ScxCre* mutant tendon sample (≥1.5-fold change, adjusted *p*<0.05).

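Each of these 25 genes was compared between the largest cluster and all other cells of the library labelled mutant. All 25 were more than 1.5-fold higher in the cluster, with ratios from 1.94 for Ifitm3 to 31.7 for Lum. Ptn had 3939.5 CPM in the cluster against 303 outside it, and Itm2a 3607 against 349. Tendon markers outside the list were also higher in this cluster than in the other cells, with ratios of 58.6 for Scx (ScxGFP included), 37.1 (95% interval 6.62 to 1471) for Col11a2, which had 1 UMI in the other cells, 21.7 for Fmod, 21.4 for Col11a1 and 18.7 for Tnmd. Most tendon markers went the other way in the finer clustering, chosen after the data had been seen, where 441 tenocyte-like cells are among the other cells, with ratios of 0.0638 for Scx, 0.219 for Fmod, 0.331 for Col11a2, 0.380 for Pdgfrl and 0.492 for Tnmd. Col11a1 had 0.918 (95% interval 0.818 to 1.03), while Col1a1 and Col1a2 stayed higher at 1.17 and 1.26. All 25 listed genes were more than 1.5-fold higher there too, with ratios from 2.65 for Igf2 to 13.0 for Apod. Between the largest clusters of both libraries, 23 of the 25 were higher in the library labelled mutant. The paper picked the 25 genes on the library labelled mutant, so these tallies are not independent evidence.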

| Gene symbol | Gene name | Fold change |
| --- | --- | --- |
| *Apod* | Apolipoprotein D | 12.8 |
| *Cxcl14* | Chemokine (C-X-C motif) ligand 14 | 10.3 |
| *Ptn* | Pleiotrophin | 9.2 |
| *Itm2a* | Integral membrane protein 2A | 6.8 |
| *Cxcl12* | Chemokine (C-X-C motif) ligand 12 | 6.5 |
| *Serping1* | Serine (or cysteine) peptidase inhibitor, clade G, member 1 | 6.1 |
| *Clec3b* | C-type lectin domain family 3, member b | 6.1 |
| *Sfrp2* | Secreted frizzled-related protein 2 | 6.0 |
| *Plpp3* | Phospholipid phosphatase 3 | 5.5 |
| *Igfbp3* | Insulin-like growth factor binding protein 3 | 5.5 |
| *Kera* | Keratocan | 5.5 |
| *Dlk1* | Delta-like 1 homolog (Drosophila) | 5.0 |
| *Gsn* | Gelsolin | 4.9 |
| *Ly6a*^ϕ^ | Lymphocyte antigen 6 complex, locus A | 4.7 |
| *Igf1* | Insulin-like growth factor 1 | 4.7 |
| *Dpt* | Dermatopontin | 4.5 |
| *Cd34*^ϕ^ | CD34 antigen | 4.3 |
| *H19* | Cadherin 19, type 2 | 4.2 |
| *Ly6c1* | Lymphocyte antigen 6 complex, locus C1 | 4.1 |
| *Ifitm3* | Interferon induced transmembrane protein 3 | 4.0 |
| *Mgst1* | Microsomal glutathione S-transferase 1 | 3.9 |
| *Lum* | Lumican | 3.7 |
| *Mgp* | Matrix Gla protein | 3.4 |
| *Spon2* | Spondin 2, extracellular matrix protein | 3.2 |
| *Igf2* | Insulin-like growth factor 2 | 3.1 |

Note:

1. ϕ=genes in which the encoding protein expression in the mutant cells was confirmed by immunostaining.
2. 

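Tendon genes differed between the mesenchymal clusters of the library labelled mutant in the finer clustering, which was chosen after the data had been seen. Its largest cluster had 221 CPM of Fmod, 995 of Tnmd and 11721 of Col1a1. The second mesenchymal cluster of that library had 1651, 3246 and 15583. In the tenocyte-like cluster of the library labelled wild-type the levels were 5201, 7458 and 71721.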

The dedifferentiated mutant cell cluster was also identified based on the absence of tendon markers on the significant gene list.

# Supplementary material for: Tgfβ signaling is critical for maintenance of the tendon cell fate
**Source:** eLife. 2020 Jan 21;9:e52695. doi: 10.7554/eLife.52695
**Supplement:** Supplementary file 3. — A complete list of differentially expressed genes (≥2 fold change, p<0.05) used for the analysis is available in Supplementary file 2.

**Supplementary File 3. Gene Ontology (GO) term enrichment of differentially expressed genes in P7 *Tgfbr2;ScxCre* mutant cells compared with P7 wild-type tenocytes.** A complete list of differentially expressed genes (≥2-fold change, adjusted *p*<0.05) used for the analysis is available in Supplementary File 2.

1. **Upregulated genes**

| GO ID | GO terms (biological process) | *p*-value | Genes annotated to the term | Count |
| --- | --- | --- | --- | --- |
| GO:2000146 | negative regulation of cell motility | 4.77E-07 | *Cxcl12/Col3a1/Ptn/Nbl1/Apod/Sfrp2/Igfbp3/Apoe/Igfbp5* | 9 |
| GO:0061041 | regulation of wound healing | 1.34E-06 | *Serpine2/Cd34/Serping1/Gsn/Plpp3/Apoe/Anxa1* | 7 |
| GO:0042060 | wound healing | 1.38E-06 | *Serpine2/Cd34/Serping1/Col3a1/Gsn/Col5a1/Igf1/Apoe/*  *Anxa1/Naca* | 10 |
| GO:0009611 | response to wounding | 1.61E-06 | *Serpine2/Cd34/Serping1/Col3a1/Gsn/Col5a1/Igf1/Apoe/*  *Mmp2/Anxa1/Naca* | 11 |
| GO:0043567 | regulation of insulin-like growth factor receptor (IGFR) signaling pathway | 2.18E-06 | *Igf1/Igfbp3/Igfbp5/Igfbp4* | 4 |
| GO:0031099 | regeneration | 9.23E-06 | *Cxcl12/Igf1/Apoe/Mmp2/Anxa1/Naca* | 6 |
| GO:0050900 | leukocyte migration | 2.83E-05 | *Cd34/Cxcl12/Nbl1/Apod/Anxa1/Cxcl14/Mmp14/Rps19* | 8 |
| GO:0048771 | tissue remodeling | 7.54E-05 | *Dlk1/Igf1/Igfbp5/Mmp2/Anxa1/Mmp14* | 6 |

**Supplementary File 3 (Continued). Gene Ontology (GO) term enrichment of differentially expressed genes in P7 *Tgfbr2;ScxCre* mutant cells compared with P7 wild-type tenocytes.**

1. **Downregulated genes**

| GO ID | GO terms (biological process) | *p*-value | Genes annotated to the term | Count |
| --- | --- | --- | --- | --- |
| GO:0030199 | collagen fibril organization | 1.86E-17 | *Col11a2/Scx/Col2a1/P4ha1/Loxl2/Col11a1/Col1a1/*  *Col1a2/Lox/P3h4/Serpinh1* | 11 |
| GO:0030198 | extracellular matrix organization | 5.57E-16 | *Col11a2/Scx/Col2a1/P4ha1/Loxl2/Col11a1/Mfap4/Col1a1/*  *Col1a2/Lox/Abi3bp/Creb3l1/Comp/P3h4/Tgfbi/Serpinh1* | 16 |
| GO:0070208 | protein heterotrimerization | 1.44E-08 | *Col1a1/Col1a2/Col6a2/Col6a1/C1qtnf6* | 5 |
| GO:0032964 | collagen biosynthetic process | 4.92E-08 | *Scx/Col1a1/Creb3l1/P3h4/Serpinh1/P3h3* | 6 |
| GO:0032963 | collagen metabolic process | 8.63E-08 | *Scx/Mfap4/Col1a1/Creb3l1/P3h4/Serpinh1/P3h3* | 7 |
| GO:0070206 | protein trimerization | 1.60E-07 | *Col1a1/Col1a2/C1qtnf3/Col6a2/Col6a1/C1qtnf6* | 6 |
| GO:0018126 | protein hydroxylation | 1.79E-06 | *P4ha1/Crtap/P3h4/P3h3* | 4 |
| GO:0001501 | skeletal system development | 6.72E-06 | *Col11a2/Scx/Col2a1/Loxl2/Col11a1/Col1a1/Col1a2/Sparc/*  *Comp/Vkorc1/Serpinh1* | 11 |

How the deposited data were processed for this re-analysis (not part of the article)

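Single-cell RNA was sequenced from limb tendons of pups at P7, in 1 library labelled wild-type and 1 labelled mutant, each a pool of 2 pups. The authors made the UMI counts of the deposited data from 10x Genomics 3′ libraries with Cell Ranger 2.0 at default settings, aligned to mm10, and kept cell barcodes by their total UMI count. The deposited counts are whole numbers per gene and cell, without normalization, over 27998 genes. Cells held from 948 to 14358 UMIs in the library labelled wild-type and from 903 to 15968 in the library labelled mutant. All barcodes were used. A filter of at least 500 genes and under 10% mitochondrial UMIs was tried as an alternative and left out 105 and 84 cells. The deposited labels call the control library both wild-type and heterozygous, and the paper's name is used here.

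Each library was clustered on its own. Counts were scaled to the median UMIs per cell and put on the scale of log2 of 1 plus the value, the 2000 most variable genes were scaled per gene, and 10 principal components went into K-means with k = 6 for the wild-type and k = 5 for the mutant library, with 50 starts and seed 1. The number of components and the use of K-means are the paper's, and k was read from the coloured groups of Fig. 6A. The 206 genes named in Tables 1 to 4, in Supplementary files 1 to 3 and in the text on single cells were left out of the clustering. A cluster was named for a cell type when at least 3 of the type's markers were detected in at least 10% of its cells and at least 2-fold higher than in other cells, and no other type had more markers among its 10 highest genes. The markers were chosen in advance, and these thresholds were set after the clusters had been seen. The largest cluster of each library that was not named as blood, immune, muscle, neural, endothelial or epithelial was compared. A fibroblast or peritenon-like cluster was thereby left out of the wild-type side only, so the cells compared may differ in type. With these settings neither largest cluster got a name, so both are called the largest cluster. Scrublet, with an expected rate of 2%, called 1.10% and 0.309% of the cells as doublets, which stayed in.

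UMIs were summed over the cells of a cluster and scaled to CPM. Ratios are the library labelled mutant over the library labelled wild-type, with exact conditional 95% intervals, and shares of cells have exact binomial intervals. Both cover counting error only. With 1 library per condition there is no spread between replicates, so no test was run and no number of changed genes is given, and batch and condition cannot be told apart. Shares of cells are also given after each cell was thinned to 1534 UMIs, the 10th percentile of UMIs per cell over both largest clusters. Cells with over 50% of their UMIs on haemoglobin genes gave the background share, because no cluster of red blood cells separated. Fewer of their UMIs come from other genes, so this background may be too low. Fold changes and lists of the paper were taken from its tables and Supplementary files 1 to 3. The genes named are those of Tables 1 and 2 and of the text on single cells, the genes of Tables 3 and 4 and of Supplementary file 3 as tallies, and in each direction the 5 genes outside Supplementary file 2 with the largest ratio among genes with a mean of at least 0.5 UMI per cell. Genes named beyond these were chosen after their values had been seen. Gene coordinates are from GENCODE release M21 on GRCm38.

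The median log2 ratio of 6 lists of genes, for imprinted genes, the response to dissociation, hypoxia, TGF-beta targets, the endoplasmic reticulum and chondrocytes, was set against 10000 random lists matched on mean expression among 50 neighbouring genes. The ratio and its interval were tested on simulated data with 9317 genes and 200 changed genes. All changed genes had the right direction, 95.7% of the intervals held the true ratio, and the median absolute log2 error of the changed genes was 0.12. These values show only that the calculation recovered ratios put into simulated counts. They cannot tell how well the intervals hold for the real clusters. Errors from clustering, from free RNA and from a shift of all ratios by the most abundant genes are not covered.

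Alternatives set before the data were examined were clustering with all genes, Leiden clustering at resolution 0.5 with 15 neighbours, k = 10 in both libraries, the filter on cells, removal of called doublets, the mean of counts scaled to equal UMIs per cell, leaving the 20 most abundant genes out of the total, centring on the median gene ratio, a mean of at least 0.1 UMI for the lists and at least 3 UMIs for cycling cells. Several clusterings were looked at before the final settings, with and without a limit of 10 on scaled values. The first ratios were seen with that limit, which was not among the settings written down in advance, so it was kept as an alternative only. The finer clustering, with the limit and k = 10, was picked because it sets apart red blood cells and a second mesenchymal cluster of the library labelled mutant. It was chosen after the data and its ratios had been seen, as were the other settings with the limit and the removal of haemoglobin-rich cells. The enrichment tests of the paper and its p-values from cells were not repeated. The paper's list of tendon-distinctive genes among the downregulated genes is not given by name and was left out.

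The computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 with its Scrublet, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.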

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

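The results in this section were picked for it after their values had been seen. The tests of Rpl9-ps6 and Rps18-ps3 outside the largest clusters and of their parent genes were chosen after the results had been seen. So were the comparison of tendon genes over the clusters of the library labelled mutant and the finer clustering. The other tests here were written down before.

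Figure 6A of the paper labels a cluster of the mutant sample as recruited cells, and the text gives no genes or counts for it. A cluster of the deposited data with high tendon genes may be the same cells, which could not be tested without the paper's cell labels. In the finer clustering, a second mesenchymal cluster of 441 cells had 12467 CPM of Scx, against 490.4 in the largest cluster of that library and 24586 in the tenocyte-like cluster of the library labelled wild-type. Its median depth was 4515 UMIs, against 2688 in the largest cluster, so doublets were tested. Scrublet called 0% of its cells as doublets, although it called few cells in the whole library. All 8 of the 8 tendon markers were higher in it than in every other cluster of that library, where the highest other level of Scx was 7937 CPM, and a mix with cells of those clusters does not give such levels. Free RNA would not raise 1 cluster alone. The counts of Scx include the ScxGFP transgene, as the paper notes, so they are not a level of the endogenous gene, but the other 7 markers were higher in this cluster as well. On sections of P7 mutant tendons, the paper describes the cells that are positive for ScxGFP as newly recruited. Newly recruited cells, cells that kept a working Tgfbr2 and mutant cells that had not yet lost their markers all stay open, and none of these was tested.

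Imprinted genes were higher in the library labelled mutant, beyond those the paper names. The median log2 ratio of the 9 genes tested, of which 6 are in Supplementary file 2, was 1.63 in the largest clusters, above the 0.23 of matched random lists. In immune-like cells, the median over the 9 imprinted genes with at least 20 UMIs there was 0.67, against 1.19 for the same genes in the largest clusters, and 8 of them were higher. The level of imprinted genes in immune-like cells was 6.83% of that in the largest cluster of the library labelled mutant, and 29.5% in the library labelled wild-type. For Col1a1, a measure of free RNA, these shares were 3.47% and 2.91%. A difference between the pools of pups cannot be told apart from free RNA in these cells. In wild-type fibroblast-like cells, the median log2 ratio over the largest mutant cluster was -0.0892 and 3 of 9 genes were at least as high, so fibroblast-like cells in the mutant cluster stay open too, as does an effect of the genotype.

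The pseudogenes Rpl9-ps6 and Rps18-ps3 differed between the libraries in cells the paper did not compare. Outside the largest clusters their summed UMIs, 37 and 48, gave a ratio of 6.33 (95% interval 4.03 to 9.99). Inside them, 45 and 594 UMIs gave 9.78 (7.21 to 13.6). The parents Rpl9 and Rps18 rose only 1.86-fold (1.83 to 1.89) in the largest clusters, so a higher level of the parents does not account for it. The cell types outside the largest clusters differ between the libraries, so immune-like cells, which both hold, were compared as well. There, 4 and 24 UMIs gave 8.26 (2.84 to 32.7), most of them from Rpl9-ps6. For Rps18-ps3 alone the interval, 0.545 to 271, is too wide to show a rise. Rpl9-ps6 had 57.2 CPM in the mutant immune-like cells and 64.2 in the largest cluster, and free RNA at the share given above for Col1a1 would bring far less. A rise in these cells too is consistent with a difference between the libraries or pools of pups that is not specific to tendon cells, for example a strain variant that moves reads between a parent and its pseudogene, which was not tested. Over the wider set of Rps18-ps3, Rpl9-ps6, Rpl23a-ps3 and Rps27rt the picture was mixed. The median log2 ratio was 1.22 in immune-like cells and 1.92 in the largest clusters, and that of the parents 0.89, over members that went both ways, so for these genes as a set the explanations cannot be told apart.

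Pi16, which is outside Supplementary file 2, had a ratio of 26.2 (95% interval 19.8 to 35.3), from 51 and 1804 UMIs in the largest clusters, and 39.5 in the finer clustering. Pi16 was among the markers chosen in advance for fibroblast or peritenon cells, and it was among the leading genes of the wild-type fibroblast-like cluster. The largest mutant cluster ranked closer to that cluster, at a Spearman correlation of 0.812 across 1405 genes, than to the largest wild-type cluster, at 0.745. Genes are not independent replicates. In the finer clustering the values were 0.835 and 0.661. Of the 89 upregulated genes of the paper, 16 were over 2-fold above the wild-type fibroblast-like cells, and 23 in the finer clustering. With 1 library per condition and no lineage label in these data, tendon cells that changed towards fibroblasts and fibroblasts in place of tendon cells cannot be told apart by these values. The paper's lineage experiments address that question with other samples.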

How the results depend on the processing

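The settings with a limit of 10 on scaled values and the removal of haemoglobin-rich cells were chosen after the results had been seen; the other alternatives were set in advance.

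No paired analysis was possible because each condition has 1 library of pooled pups. A value counts as moved here when it left the 95% interval of counting error, for a number of genes when it changed over 1.5-fold, and for a correlation when it changed by more than 0.1, so with many UMIs small shifts count as well. The tendon markers and the downregulated list stayed lower, and Tgfbr2, Ly6a, Cd34 and Cd44 as a set, Fos, Junb, Jun and Id3 as a set and the upregulated list stayed higher in the library labelled mutant under every alternative run. Across the alternatives, 94 to 97 downregulated and 87 to 89 upregulated genes had the paper's direction. Among the medians over sets and lists of genes, only that of the TGF-beta targets changed direction, and the median over all genes changed sign when the 20 most abundant genes were left out. Where no construction is named, the cause was not tested.

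With Leiden clustering, the ratio of Tgfbr2 was 2.63, the median log2 ratio of the 8 tendon markers was -2.98, that of Ly6a, Cd34 and Cd44 6.38, that of Fos, Junb, Jun and Id3 1.53, that of the downregulated list -1.53 and that of the upregulated list 1.96. A total of 92 downregulated genes were at least 2-fold lower, the correlation with the folds of the paper was 0.9501 for downregulated genes, the cells compared were 33.3% of the wild-type library, the cells compared were 25.5% of the mutant library, 7.12% of the wild-type cells compared were cycling and 9.82% of the mutant cells compared were cycling. Imprinted genes had a median log2 ratio of 1.98, dissociation genes one of 0.78, hypoxia genes one of -0.81, TGF-beta targets one of -1.17 and endoplasmic reticulum genes one of -0.51. The clusters compared held 787 and 662 cells, and the cause was not tested. When the named genes took part in the clustering, the median log2 ratio of the 8 tendon markers was -2.42, that of Ly6a, Cd34 and Cd44 4.44, that of Fos, Junb, Jun and Id3 1.30 and the cells compared were 55.3% of the wild-type library. At k = 10 without the limit, the median log2 ratio of the 8 tendon markers was -2.42, that of Ly6a, Cd34 and Cd44 4.16, that of Fos, Junb, Jun and Id3 1.34, that of the upregulated list 1.64, the cells compared were 82.6% of the mutant library and 14.9% of the mutant cells compared were cycling. After the filter on cells, the median log2 ratio of the 8 tendon markers was -2.44 and that of Fos, Junb, Jun and Id3 1.15. Removal of called doublets moved none of these values.

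Leaving out the 20 most abundant genes, the ratio of Tgfbr2 was 1.67, the median log2 ratio of the 8 tendon markers was -2.72, that of Ly6a, Cd34 and Cd44 3.60, that of Fos, Junb, Jun and Id3 0.88, that of the downregulated list -1.34 and that of the upregulated list 1.20. A total of 79 downregulated genes were at least 2-fold lower, imprinted genes had a median log2 ratio of 1.29, dissociation genes one of 0.30, hypoxia genes one of -1.001, TGF-beta targets one of -0.68 and endoplasmic reticulum genes one of -0.57. The median log2 ratio of all 1130 genes went from 0.27 to -0.06, and all ratios moved by the same factor by construction. Centring on the median gene ratio shifts all genes alike as well, and the ratio of Tgfbr2 was 1.75, the median log2 ratio of the 8 tendon markers was -2.66, that of Ly6a, Cd34 and Cd44 3.66, that of Fos, Junb, Jun and Id3 0.94, that of the downregulated list -1.27 and that of the upregulated list 1.27. A total of 74 downregulated genes were at least 2-fold lower. With every cell given equal weight, the median log2 ratio of the 8 tendon markers was -2.49, that of Fos, Junb, Jun and Id3 1.31, that of the downregulated list -1.10, imprinted genes had a median log2 ratio of 1.50, hypoxia genes one of -0.79 and TGF-beta targets one of -0.43. With genes down to a mean of 0.1 UMI in the lists, imprinted genes had a median log2 ratio of 1.08, hypoxia genes one of -0.56 and TGF-beta targets one of 0.30. For the TGF-beta targets this is the other direction from -0.35 at a mean of 0.5 UMI, and more genes are tested by construction. Matched random lists had a median of 0.37 at a mean of 0.1 UMI, so the TGF-beta targets still lay below them, at percentile 30.45. Counting a cell as cycling from 3 UMIs, 5.60% of the wild-type cells compared were cycling and 11.7% of the mutant cells compared were cycling. The stricter definition lowers the share by construction from 11.6% and 19.1%.

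With the limit of 10 on scaled values alone, the median log2 ratio of Fos, Junb, Jun and Id3 was 1.29, the cells compared were 82.7% of the mutant library and 14.8% of the mutant cells compared were cycling. In the finer clustering, which has the limit and k = 10, the median log2 ratio of the 8 tendon markers was -2.83, that of Ly6a, Cd34 and Cd44 4.44, that of Fos, Junb, Jun and Id3 1.58, that of the downregulated list -1.42, that of the upregulated list 1.77 and 87 downregulated genes were at least 2-fold lower. The correlation with the folds of the paper was 0.965 for downregulated genes, the cells compared were 52.1% of the wild-type library, the cells compared were 61.7% of the mutant library, 13.6% of the mutant cells compared were cycling, imprinted genes had a median log2 ratio of 1.84 and dissociation genes one of 0.88. Hypoxia genes had a median log2 ratio of -0.95, TGF-beta targets one of -1.11 and endoplasmic reticulum genes one of -0.44. When all tenocyte-like and fibroblast-like clusters of the finer clustering were summed, the ratio of Tgfbr2 was 1.49, the median log2 ratio of the 8 tendon markers was -1.96, that of Ly6a, Cd34 and Cd44 0.70, that of Fos, Junb, Jun and Id3 1.05, that of the downregulated list -0.76 and that of the upregulated list 0.99. A total of 43 upregulated genes were at least 2-fold higher, the correlation with the folds of the paper was 0.513 for upregulated genes, the cells compared were 78.1% of the wild-type library, the cells compared were 78.7% of the mutant library, 14.9% of the mutant cells compared were cycling and imprinted genes had a median log2 ratio of 1.07. Dissociation genes had a median log2 ratio of 0.47, hypoxia genes one of -0.55, TGF-beta targets one of -0.10 and endoplasmic reticulum genes one of -0.16. In this setting wild-type fibroblast-like cells are part of the comparison by construction, and the ratio of Cd44 reversed to 0.893 from 2.90. Without haemoglobin-rich cells, the median log2 ratio of the 8 tendon markers was -2.45, that of Fos, Junb, Jun and Id3 1.15, that of the downregulated list -1.06, the cells compared were 53.7% of the wild-type library and the cells compared were 84.0% of the mutant library.

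Of the values for single genes, 131 moved and 71 did not under the alternatives set in advance, and 58 moved, 1 reversed and 41 did not under those added later. Some alternatives gave no value. With k = 6 and 5 and called doublets kept, no cluster of the library labelled mutant was named tenocyte-like or fibroblast-like, so the sum over all such clusters could not be formed. After removal of called doublets, the largest cluster of that library (2251 cells) was named fibroblast-like, so the missing name depended on a small change in the cells used. In the largest clusters, the chondrocyte list had 2 genes at a mean of 0.5 UMI, too few for a median. It had 3 genes under Leiden clustering and the filter on cells, with median log2 ratios of -6.28 and -4.71. In the finer clustering and without haemoglobin-rich cells, 3 genes gave -5.72 and -4.74. All of these were at or below percentile 0.04 of matched random lists. With genes down to a mean of 0.1 UMI, 5 genes had a median of -1.20, at percentile 0.08. These medians rest on few genes. Depth affects the share of cells with a gene. The thinning to 1534 UMIs lowered the share of mutant cells with Ly6a in the largest cluster to 38.5% from 45.1%, and sums of UMIs were not thinned.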

Differences from the paper's values

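The settings named as chosen after seeing the values are the only ones below that were not set before the data were examined. Fold changes of the paper are from its tables and Supplementary file 2, which give no error.

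Wif1 was 15.2-fold lower here against the paper's 157 and Col11a2 35.0 against the paper's 92.0. None of the alternatives set before the data were examined closed the gaps, but the finer clustering, chosen after seeing the values, did. Scx was 5.21-fold lower here against the paper's 66.2, Col2a1 25.3 against the paper's 58.9, Cgref1 8.19 against the paper's 33.2 and Fmod 7.23 against the paper's 27.9. Cilp2 was 12.4-fold lower here against the paper's 24.7, Matn4 3.09 against the paper's 19.3, Tpm1 3.21 against the paper's 9.96 and Wisp1 2.39 against the paper's 9.69. Tnmd was 4.12-fold lower here against the paper's 8.48, Loxl2 4.33 against the paper's 8.34, Pdgfrl 2.83 against the paper's 6.96 and Mfap4 2.31 against the paper's 6.51. Ptgis was 3.11-fold lower here against the paper's 6.39, Itgbl1 2.29 against the paper's 5.72 and Tpm2 1.52 against the paper's 5.36. The gaps closed with Leiden clustering and with no other of the alternatives set before the data were examined, and the finer clustering, chosen after seeing the values, closed them too. Sema3b was 23.2-fold lower here against the paper's 43.9. With Leiden clustering and leaving out the 20 most abundant genes, but with no other of the alternatives set before the data were examined, the gap closed, and the finer clustering, chosen after seeing the values, closed it too. P4ha1 was 8.94-fold lower here against the paper's 13.5. Among the alternatives set before the data were examined, clustering with all genes, Leiden clustering, k = 10, the filter on cells, equal weight per cell, leaving out the 20 most abundant genes and centring on the median gene closed the gap and the others did not, and the limit alone, the finer clustering and removal of haemoglobin-rich cells, chosen after seeing the values, closed it too. Leiden clustering gave folds above the paper's for Wif1 (473) and Col11a2 (149.8), so the paper's folds of these genes lie between the value here and that one.

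Dlk1 was 15.6-fold higher here against the paper's 138, Serpine2 27.6 against the paper's 118 and Dpt 17.2 against the paper's 95.7. The gaps closed with Leiden clustering and with no other of the alternatives set before the data were examined, and no setting chosen after seeing the values closed them. Ly6a was 21.4-fold higher here against the paper's 54.3, Lum 18.1 against the paper's 36.6, Igf2 7.77 against the paper's 21.4 and Ptn 4.38 against the paper's 10.3. The gaps stayed open with all alternatives set before the data were examined, but closed with the finer clustering, chosen after seeing the values. H19 was 14.0-fold higher here against the paper's 51.1 and Cd34 15.3 against the paper's 47.8. None of the alternatives set before the data were examined closed the gaps, and neither did any setting chosen after seeing the values. Lgmn was 19.8-fold higher here against the paper's 31.8. The gap closed with Leiden clustering and with no other of the alternatives set before the data were examined, and the limit alone and the finer clustering, chosen after seeing the values, closed it too. Cxcl12 was 14.0-fold higher here against the paper's 26.1. With clustering with all genes, Leiden clustering and k = 10, but with no other of the alternatives set before the data were examined, the gap closed, and the finer clustering, chosen after seeing the values, closed it too. Ly6c1 was 13.9-fold higher here against the paper's 21.7. Among the alternatives set before the data were examined, clustering with all genes, k = 10, removal of doublets and equal weight per cell closed the gap and the others did not, and the limit alone and the finer clustering, chosen after seeing the values, closed it too. Serping1 was 9.81-fold higher here against the paper's 19.2 and Gsn 4.47 against the paper's 8.31. The gaps closed with clustering with all genes and Leiden clustering and with no other of the alternatives set before the data were examined, and the finer clustering, chosen after seeing the values, closed them too. Aspn was 8.35-fold higher here against the paper's 15.9. With clustering with all genes and k = 10, but with no other of the alternatives set before the data were examined, the gap closed, and no setting chosen after seeing the values closed it. Mgst3 was 6.75-fold higher here against the paper's 13.1. Of the alternatives set before the data were examined, clustering with all genes alone closed the gap, and the finer clustering, chosen after seeing the values, closed it too. Col3a1 was 6.75-fold higher here against the paper's 13.0 and Ifitm3 5.10 against the paper's 8.18. The gaps closed with clustering with all genes and k = 10 and with no other of the alternatives set before the data were examined, and the finer clustering, chosen after seeing the values, closed them too. Postn was 8.19-fold higher here against the paper's 13.0. With clustering with all genes and k = 10, but with no other of the alternatives set before the data were examined, the gap closed, and the limit alone, chosen after seeing the values, closed it too. Itm2a was 5.54-fold higher here against the paper's 12.7. Of the alternatives set before the data were examined, Leiden clustering alone closed the gap, and the finer clustering, chosen after seeing the values, closed it too. Mgp was 4.59-fold higher here against the paper's 6.89. The gap closed with clustering with all genes, k = 10 and removal of doublets and with no other of the alternatives set before the data were examined, and the limit alone and the finer clustering, chosen after seeing the values, closed it too. Leiden clustering gave folds above the paper's for Ly6a (169), H19 (224), Cd34 (83.5), Lum (70.5), Ly6c1 (116), Igf2 (46.7), Aspn (28.4), Mgst3 (22.2), Col3a1 (29.6), Postn (20.4), Ptn (16.1), Ifitm3 (13.4) and Mgp (10.6), so the paper's folds of these genes lie between the value here and that one.

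Over all genes of Supplementary file 2, 115 of 186 fold changes were within 1.5-fold of the paper's here. With Leiden clustering 156 were, the most among the alternatives set before the data were examined, and with the finer clustering, chosen after seeing the values, 176. Leiden clustering took the downregulated list from 54 to 93 of 97, but the upregulated list only from 61 to 63 of 89. Clustering with all genes gave 74 upregulated genes. Leiden clustering also opened gaps for Mt1 (49.1 against the paper's 15.4), Col5a1 (20.1 against 8.15) and Anxa1 (6.93 against 3.37).

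The paper gives a minimum change for all genes of both its lists, and 48 of 97 downregulated and 73 of 89 upregulated genes reached 2-fold here, 2 downregulated genes and 1 upregulated gene going the other way. With Leiden clustering the numbers were 92 and 85. The paper states that tendon markers could not be detected in the mutant cluster. In the largest mutant cluster, at a median of 2946 UMIs, 49.0% of cells had a UMI of Tnmd and 94.2% one of Col1a1, and in the finer clustering, chosen after seeing the values, 49.3% and 98.0% at a median of 2688 UMIs. Immune-like cells, where free RNA gives the background, had 2.20% and 22.0% at a median of 1674 UMIs. The shares of Scx were 30.0% and 19.9% against 12.1% in those shallower cells, too close in the finer clustering to set Scx against the paper's statement. All 8 tendon genes are in Table 1 of the paper, and 7 of them were among the 25 largest falls of the listed genes here, or 8 in the finer clustering. The paper sets a minimum of 0.5 UMI per cell on the mean, and 3 genes of its upregulated list, Rps18-ps3, Rpl9-ps6 and Rpl23a-ps3, were below it in both largest clusters here and also in the finer clustering.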

Other observations

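All tests below were written down before their results had been seen, while the finer clustering, the sum over its clusters and the genes Rps27rt and Rpl23a-ps3 as single genes were chosen after.

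Outside Supplementary file 2, the largest rises among genes with a mean of at least 0.5 UMI per cell were the ratios of Spp1 61.1 (38.0 to 105), Rbp4 25.9 (19.3 to 35.5), Mt2 20.5 (16.2 to 26.4) and Cygb 17.7 (13.9 to 22.8), next to Pi16. Among the largest falls were the ratios of Angptl7 0.0418 (0.0327 to 0.0528), Ooep 0.0670 (0.0511 to 0.0867), Aard 0.161 (0.137 to 0.189) and Ppia 0.166 (0.143 to 0.193). Intervals in brackets are 95% intervals of counting error. In the finer clustering, the ratios were 20.2 for Spp1, 8.87 for Rbp4, 22.3 for Mt2 and 31.7 for Cygb, so those of Spp1 and Rbp4 fell below the intervals given above and that of Cygb rose above. For Angptl7, Ooep, Aard and Ppia they were 0.0274, 0.0451, 0.126 and 0.142. No explanation was tested for these genes.

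Fos, Junb and Jun had a median log2 ratio of 0.31 in immune-like cells, against 1.11 in the largest clusters. A stronger response to tissue dissociation in the whole library would raise both. The rise in immune-like cells was smaller and Jun did not rise there, so a response to dissociation that differs between cell types and an effect of the genotype cannot be told apart. The list of dissociation genes had a median log2 ratio of 0.64 over 21 genes, above 99.6% of matched random lists, and 5 of its genes are in Supplementary file 2.

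A smaller share of collagen UMIs raises the share of every other gene, and this was tested as a cause of the rise of the upregulated list. With the 20 most abundant genes left out of the total, the median log2 ratio of the list was 1.20, against -0.06 for all genes, so the collagen share does not account for the rise. The mix of male and female pups was tested with the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, whose summed UMIs, 798 and 974, had a ratio of 1.40 (95% interval 1.27 to 1.54). Xist had 1 UMI in the library labelled wild-type and 0 in the library labelled mutant. Female pups in 1 pool alone would bring Xist UMIs and several-fold differences, so a different mix of the sexes does not account for the differences between the libraries.

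The other lists are a description of these libraries. Hypoxia genes had a median log2 ratio of -0.66 over 11 genes, at percentile 0.440 of matched random lists. TGF-beta targets had -0.35 over 13 genes, at percentile 2.68, but 0.30 with genes down to a mean of 0.1 UMI, at percentile 30.45. Genes of the endoplasmic reticulum and secretion had -0.23 over 39 genes, at percentile 0.0500. Of these lists, 5, 3 and 12 genes are in Supplementary file 2, which the paper picked from these libraries. The imprinted list stood above all 10000 random lists.

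Tgfbr2 was measured in more cells of the finer clustering. It had 32.2 CPM in the wild-type tenocyte-like cluster, 77.8 and 76.1 in the wild-type fibroblast-like clusters, and 72.7 and 64.9 in the fibroblast-like and tenocyte-like clusters of the library labelled mutant. Over the whole libraries its ratio was 1.43. Rps27rt had a ratio of 1.26 over the whole libraries and 0.979 in immune-like cells, and Rpl23a-ps3 one of 0.729 (95% interval 0.240 to 2.06) over the whole libraries.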
